# Short-Chain Chitin Oligomers: Promoters of Plant Growth

**DOI:** 10.3390/md15020040

**Published:** 2017-02-15

**Authors:** Alexander J. Winkler, Jose Alfonso Dominguez-Nuñez, Inmaculada Aranaz, César Poza-Carrión, Katrina Ramonell, Shauna Somerville, Marta Berrocal-Lobo

**Keywords:** chitin oligosaccharides, bio-stimulator, fertilizer, soil biomass, biodiversity, soil health, soil biomass, bio-diversity

## Abstract

Chitin is the second most abundant biopolymer in nature after cellulose, and it forms an integral part of insect exoskeletons, crustacean shells, krill and the cell walls of fungal spores, where it is present as a high-molecular-weight molecule. In this study, we showed that a chitin oligosaccharide of lower molecular weight (tetramer) induced genes in *Arabidopsis* that are principally related to vegetative growth, development and carbon and nitrogen metabolism. Based on plant responses to this chitin tetramer, a low-molecular-weight chitin mix (CHL) enriched to 92% with dimers (2mer), trimers (3mer) and tetramers (4mer) was produced for potential use in biotechnological processes. Compared with untreated plants, CHL-treated plants had increased in vitro fresh weight (10%), radicle length (25%) and total carbon and nitrogen content (6% and 8%, respectively). Our data show that low-molecular-weight forms of chitin might play a role in nature as bio-stimulators of plant growth, and they are also a known direct source of carbon and nitrogen for soil biomass. The biochemical properties of the CHL mix might make it useful as a non-contaminating bio-stimulant of plant growth and a soil restorer for greenhouses and fields.

## 1. Introduction

Chitin is the second most abundant carbohydrate (after cellulose) in the biosphere. It is a nitrogen-containing polysaccharide that is generally composed of *N*-acetyl-d-glucosamine (GlcNAc, A) and d-glucosamine (GlcN, D) monomers bound by beta-1,4 linkages. Chitin is the major structural component of fungal cell walls and spores, crustacean shells, insect exoskeletons, mollusks and some protozoa. In the soil, chitin comes principally from insects and fungi. Millions of tons of chitin are discharged onto the sea floor annually as “marine snow” by copepod (planktonic crustaceans). The decomposition of chitin is very significant in the natural soil ecosystem, and it removes tons of chitin that accumulate every year from dead insects and later used by soil biomass [1]. The release of organically-bound nitrogen and carbon from chitin is an important factor that should be taken into account when investigating carbon and nitrogen cycling in ecosystems. Chitin is also the principal source of carbon and nitrogen for chitinolytic organisms, which are largely marine and soil bacteria belonging to the genera of the *Proteobacteria*, *Bacteroidetes*, *Actinobacteria* and *Firmicutes*, as well as soil fungi [2,3,4].

These chitin-decomposing organisms contain the metabolic machinery necessary to detect, modify and transport small chitin oligosaccharides (generally from two–four monomers long), and incorporate them directly into their glycolytic and nitrogen metabolic pathways as glucose (carbon) and ammonia, respectively [5,6,7].

Chitin is primarily converted by organisms to the more soluble biopolymer, chitosan, via a modification catalyzed by deacetylase enzymes that recognize a sequence of four GlcNAc units, one of which undergoes de-acetylation. Chitosan is not only a recognized antibacterial biopolymer [4], but it is also a source of nutrients for insects, bacteria and fungi living in the soil [8]. The biochemical properties of chitosan make it particularly useful for biomedical applications, such as wound dressing, weight loss agent, blood cholesterol control, surgical sutures, cataract surgery or periodontal disease treatment, and chitinolytic enzymes from bacteria and fungi are useful to pharmacological enterprises as a source of antifungal agents [9].

The exposure of plants to chitosan results in the activation of defense response genes associated with biotic stress [10], and chitosan is normally used in agriculture as an agent to induce innate plant protection [11]. In addition, the literature describes the use of chitosan to stimulate various plant growth parameters in potatoes (*Solanum tuberosum*), tomatoes (*Solanum lycopersicum*), orchids (*Orchidaceae*), grape vines (*Vitis vinifera*) or pines (*Pinaceae*) [11,12]. The stimulating effect of chitin or chitosan on plant growth has traditionally been attributed to the positive effects on soil biomass and on the association of symbiotic organisms with plants, more than to a direct effect on plant growth itself [4,13]. Additionally, high-molecular-weight chitin has been shown to produce an increase in eukaryotic and prokaryotic microflora when it is used in the soil as a source of nutrients [13,14,15,16].

In parallel, chitin, the principal component of fungal spores, is a well-characterized elicitor of plant responses, as it can activate the plant innate immune response by inducing the expression of genes related principally to a biotic stress in response to phytopathogenic fungi [17,18]. Plants can recognize high-molecular-weight chitin via specific receptors, which have been characterized in several plant species, including rice (*Oryza sativa*) [19], *Arabidopsis* (*Arabidopsis thaliana*) [20,21,22] and *Medicago* (*Medicago truncatula*) [23]. The chitin receptors implicated in plant defense, such as CERK1 and Lyk 5, can bind a chitin 8mer with higher affinity than smaller fragments [21,22,24,25]. Previously, we showed that a high-molecular-weight chitin mix (CHH) derived from crab shells and a purified chitin 8mer oligosaccharide induced a similar suite of genes (related to the defense response) in *Arabidopsis* seedlings [17,18]. Some of these genes were essential for a successful plant defense response against phytopathogenic fungi [26]. In soybean (*Glycine max*), compared with small oligomers of chitin, oligomers of chitin and chitosan that were larger than four monomers produced an increase in the production of phenolic compounds mediated by phenylalanine ammonia lyase [27].

Additionally, chitosan heptamers can target the chromatin within the plant nucleus, altering the chromatin conformation, which has been shown to change the expression and gene activation of the plant cell [28,29].

In contrast, short-chain oligomers of chitin (chitooligosaccharides, COs) have been found to be associated with non-stress-related plant responses. It was shown that while the foliar application of CHH decreased the net photosynthetic rate of maize (*Zea mays*) and soybean, this effect was not observed in plants treated with a chitin 5mer [30]. In addition, COs shorter than 6–7mers induced a lower production of reactive oxygen species in plants, compared to larger chitin oligomers [31]. Moreover, unlike CHH, COs were unable to induce the defense marker gene, mitogen-activated protein kinase 3 (*MAPK3*) [17] and to activate the defense-associated MAPK cascade [32,33]. More recently, it has been suggested that COs play an important role in the initiation of legume-*Rhizobium* symbiosis [34,35], and in the activation of the initial stages of root colonization by arbuscular mycorrhizal fungi [36]. Short forms of chitin oligosaccharides bound to lipids, which are known as lipochitooligosaccharides (LCOs), and nodulation (Nod) factors, were found to be secreted by rhizobial bacteria and mycorrhizal fungi during the establishment of symbiotic interactions, and they have been shown to increase the early plant growth of both soybean and maize [37,38].

In this study, we showed that treating plants with a chitin 4mer activated a transcriptional response in genes that were principally related to plant development and nitrogen and carbon metabolism. Our analysis revealed that this response differs significantly from previously-described plant defense-related response activated by a chitin 8mer or CHH [18] and by high-molecular-weight chitosan [10]. Additionally, we produced a CHL that was enriched with 2mer–4mers (92.3%) that produced a direct effect in vitro, activating plant growth and producing an increase in total nitrogen and carbon content compared with controls.

Our results point to a mechanism whereby naturally occurring low-molecular-weight forms of chitin might contribute not only to nutrient allocation in soil microorganisms, but also to the stimulation of plant development. These compounds could potentially be used as natural bio-stimulants of plant growth and soil restorers in agriculture.

## 2. Results

### 2.1. Analysis of Arabidopsis Transcriptional Response to the Chitin 4mer

In order to better understand the different types of plant responses induced by chitin in nature, we treated *Arabidopsis* seedlings with a highly purified chitin oligomer, specifically chito-fourmer (4mer), and we compared these results with our previous results associated with a chito-octamer (8mer) and a high-molecular-weight chitin mix (CHH) derived from crab shells [32]. The genomic response of the plants was then determined using Affymetrix full-genome microarrays (ATH1).

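RNA from whole *Arabidopsis* Col-0 seedlings, 14 days old, was compared after 30 min with the chitin 4mer at 100 µg/mL or with an equal volume of water (mock), on 6 arrays, with 3 independent biological replicates per group. The authors scanned the arrays and computed one signal per probe set with MicroArray Suite 5.0. The deposited values are these signals as intensity on a linear scale, before the authors' division by the array's 50th percentile and by the control samples. The means after trimming 2% of the values at each end lay between 496.8 and 497.4, so the arrays carry one common scaling. Following the methods, values below 0.01 were set to 0.01 and each value was divided by the median of its array, and levels are given here as multiples of that median. Log2 values of the 2 groups were compared with limma, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05 for the adjusted p. Gene groups were compared with the camera test of limma on one probe set per gene. With its preset correlation, 5 of the gene lists fixed beforehand passed, and another split of the 6 arrays gave 6, so these calls are not particular to the real groups. Gene names are known here for the 13513 probe sets that pair with 1 gene, while 503 pair with several genes and 8730 are not named. The signal of mock replicate 1 stands apart, with a correlation between 0.952 and 0.960 with each of the other arrays over the 14,373 brightest probe sets, where all other pairs of arrays lie between 0.984 and 0.993. The number of arrays limits the precision, and no array of the 8mer or CHH is among them.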

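After 30 min with the 4mer, 15 probe sets rose and 8 fell, and all 23 of them differed by at least 1.5-fold. *CYP718*, which encodes a cytochrome P450, fell from 0.685 ± 0.070 (SD, n = 3) times the array median in mock seedlings to 0.0802 ± 0.0138 (n = 3) in 4mer seedlings. Its log2 fold change was -3.10 (standard error 0.27, adjusted p = 0.0179 from limma), and -1.45 with normalized values below 0.25 set to 0.25. The probe set with the smallest p, whose gene is not named here, rose from 1.21 ± 0.07 to 3.203 ± 0.125, a log2 fold change of 1.41 (standard error 0.09, adjusted p = 0.00594). These 2 probe sets were chosen after their values were seen. Of the probe sets that passed, 7 name 1 gene. At an unadjusted p under 0.05, 1032 probe sets were higher and 1560 lower, and in 20.3% of all probe sets the 2 groups did not overlap, where chance gives 10%. The SAM statistic over all label permutations, at a false discovery rate of 0.05, called 4 probe sets, all lower with the 4mer, of which *CYP718* is the only one that names a gene. Without mock replicate 1, 182 probe sets were higher and 156 lower at the same threshold, all 23 included, and without any 1 of the other arrays at most 1 passed.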

Of the approximately 14,373 genes on the arrays, 5435 genes showed altered expression according to the Statistical Analysis of Microarrays program (SAM) (Figure 1A). In order to narrow down the list, genes that were induced or repressed by 1.5-fold were identified and grouped using Venn diagrams (Figure 1B). A set of 191 genes was induced in all three treatments (Figure 1(B1)), while a set of 91 genes was repressed in all three treatments (Figure 1(B2)). 

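*STZ* and *AR781* rose with the 4mer, together with the genes AT4G29780, AT1G05575 and AT3G49790. *STZ* (AT1G27730), also known as *ZAT10*, encodes a zinc finger repressor of transcription that responds to stress, and went from 3.46 ± 0.04 (SD, n = 3) times the array median in mock seedlings to 5.77 ± 0.33 in 4mer seedlings. This is a log2 fold change of 0.74 (standard error 0.08, adjusted p = 0.0218 from limma). *AR781* (AT2G26530) went from 2.04 ± 0.03 to 3.48 ± 0.08, a log2 fold change of 0.77 (adjusted p = 0.0183). For AT4G29780, AT1G05575 and AT3G49790 the log2 fold changes were 0.78, 0.76 and 0.73, with adjusted p-values of 0.0197, 0.0330 and 0.0353. Among the 14,373 brightest probe sets, the named genes next in order of p did not pass the test with all arrays. Among them, AT5G66650, of the mitochondrial calcium uniporter family, had a log2 fold change of 0.88, AT3G04640 and AT2G18210 each had 0.84, AT1G52100, which encodes a jacalin-like lectin, had 0.76, and *GSTU25*, a glutathione transferase, had 0.59. Their adjusted p-values were at most 0.0610. By the size of the change alone, 1418 probe sets were at least 1.5-fold higher with the 4mer, of which 377 had an unadjusted p under 0.05. In the brightest, 242 were at least 1.5-fold higher. None of the 5 genes that rose passed when an array other than mock replicate 1 was left out, and the named genes next in order passed when mock replicate 1 was left out, with adjusted p-values from 0.00464 to 0.0215.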

The chitin 4mer induced 71 genes specifically, and the CHH and 8mer treatments (Nmer) induced a much larger set of genes (1598). 

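AT5G19890, which encodes a secreted peroxidase, fell with the 4mer. Its level was 7.26 ± 0.95 (SD, n = 3) times the array median in mock seedlings and 3.06 ± 0.08 in 4mer seedlings, a log2 fold change of -1.24 (standard error 0.10, adjusted p = 0.0179 from limma). Among the 14,373 brightest probe sets, the named genes next in order of p did not pass the test with all arrays. They include another peroxidase, AT1G49570, with a log2 fold change of -0.84, the osmotin-like gene *OSM34* with -0.59 and the beta-glucosidase gene *BGLU25* with -0.76. *ECS1* had a log2 fold change of -0.62, and *ARL*, a relative of the organ size gene *ARGOS*, had -0.59. The remaining ones were AT2G25510 with -1.25, AT4G39675 with -1.07, AT1G43910 with -1.03 and AT2G37750 with -0.94. Their adjusted p-values were at most 0.0836. By the size of the change alone, 1291 probe sets were at least 1.5-fold lower with the 4mer, of which 378 had an unadjusted p under 0.05. In the brightest, 146 were at least 1.5-fold lower. The fall of AT5G19890 did not pass when an array other than mock replicate 1 was left out, and the named genes next in order passed when mock replicate 1 was left out. The balance of the counts on fold alone turned without mock replicate 2, with 1595 probe sets higher and 1771 lower, and without mock replicate 3, with 1632 higher and 1719 lower. Without mock replicate 1, 1743 probe sets were higher and 1084 lower.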

Interestingly, after treatment with the chitin 4mer, more genes that responded specifically to the 4mer treatment (rather than the Nmer treatments) were significantly repressed (325) than induced (71). Roughly equivalent numbers of genes were uniquely repressed by the chitin 4mer and CHH (339 and 329, respectively), while 239 genes were repressed by treatment with the chitin 8mer (and a total of 802 genes were repressed by the Nmer treatments; Figure 1(B2)).

In order to determine the enrichment of functional categories or overrepresented genes that responded to the chitin 4mer, genes induced greater than a 1.5-fold by the 4mer and not by other treatments were classified using three different in silico tools; the Bar Toronto Classification Super Viewer tool (http://bar.utoronto.ca/; Supplementary Materials Figure S1), the agriGO Tool [39], (http://bioinfo.cau.edu.cn/agriGO/) (Figure S2) and the PageMan tool from MapMan Software [40], (Figure S3). These analyses showed that genes and functional categories induced by the chitin 4mer belonged principally to the categories of developmental processes, cell organization, biogenesis, multicellular organismal development, membrane transport and primary amino acid metabolism (Figures S1 and S3). 

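The few measured genes of membrane transport were higher as a group with the 4mer, in a call that depends on the form of the camera test. Of 286 transporter genes listed by symbol or synonym, 13 were measured, 12 of them higher and 1 lower. Their mean log2 fold change was 0.32 (adjusted p = 6.51e-04 from camera with its preset correlation, adjusted p = 0.214 with an estimated correlation). *SULTR3;1*, a sulfate transporter, was at 0.900 ± 0.147 (SD, n = 3) times the array median in mock seedlings and 1.37 ± 0.10 in 4mer seedlings, a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.207 from limma). *GTR1*, a glucosinolate transporter, had a log2 fold change of 0.39 (adjusted p = 0.245) and *OCT5*, an organic cation transporter, one of 0.41 (adjusted p = 0.257). In each of these 3 genes all 4mer arrays were above all mock arrays. No transporter gene passed limma's test over all probe sets, 3 were higher at an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. *SULTR3;1*, *IRT1* and *GONST5* are also among the genes that the study selected on these samples as induced, so the test is not fully independent of that choice. Without mock replicate 1 the median of the list was 0.14, against 0.30 over all arrays, and the mean was 0.25 (adjusted p = 0.0252 from camera). The mean was 0.18 with normalized values below 0.25 set to 0.25. None of the 18 listed genes of amino acid transport is named among the probe sets.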

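Of 26 defense genes measured, *PDF1.2* and the chitinase gene AT2G43620 were at least 1.5-fold lower with the 4mer at an unadjusted p under 0.05, and *STZ*, *PUB23*, *WRKY53* and the dim *CML37* were at least 1.5-fold higher. The 2 defense genes make up 0.866% of the 231 genes that were lower by these criteria. The 4 defense genes make up 1.84% of the 217 genes that were higher. The shares did not differ beyond chance (two-sided Fisher's exact test, p = 0.437). On fold alone, 2 of 864 lower genes and 6 of 935 higher genes were defense genes (p = 0.291 from the same exact test). The defense genes were those of early defense, late defense and salicylic acid, and chitinase lists, counted among the 13295 genes with a named probe set. Both shares at an unadjusted p under 0.05 lie above that of defense genes among all of these, 26 of 13295. That comparison rests on 2 and 4 genes and was not tested. Without mock replicate 1 the share among lower genes was 0.00291 percentage points above that among higher genes, and without mock replicate 3 it was 0.334 points above.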

Among the genes repressed by the 4mer, genes related to biotic stress responses were overrepresented, and the proportion of these biotic stress-related genes (among all of the repressed genes) was higher than the proportion of induced biotic stress-related genes by the 4mer (Figure S3). These results are consistent with a non-biotic stress plant molecular response to the chitin 4mer, more closely related to the promotion of plant development and completely different from the previously-identified response to Nmer treatment, related to activation of plant defense and innate immunity [32].

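Early defense genes were higher as a group in the seedlings treated with the 4mer. All 10 of the 50 listed genes that were measured were higher, with a mean log2 fold change of 0.51 (adjusted p = 5.84e-10 from camera with its preset correlation, adjusted p = 0.0875 with an estimated correlation). *PUB23*, a ubiquitin ligase that dampens immune signaling, was at 1.24 ± 0.17 (SD, n = 3) times the array median in mock seedlings and 1.98 ± 0.20 in 4mer seedlings, a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.136 from limma). *WRKY22*, a transcription factor downstream of immune receptors, had a log2 fold change of 0.58 (adjusted p = 0.176). *CML38*, a calmodulin-like calcium sensor, had a log2 fold change of 0.39 (adjusted p = 0.203). In each of these 3 genes every 4mer array was above every mock array, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p under 0.10. *STZ* was the 1 gene of the list that rose over all probe sets, and 6 genes were higher when adjusted over the list alone. None of the 8 listed LysM receptor and co-receptor genes is named among the probe sets, and of the late defense and salicylic acid genes only *PDF1.2* is. The paper classified the genes that the 4mer induced and the other treatments did not, a set that these arrays cannot form. Early defense genes that other chitin treatments also raise would lie outside it. From the functional categories of its induced and repressed genes, the paper proposes a molecular response that is not one of biotic stress. It places this response closer to the promotion of plant development.

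**Figure D1:**
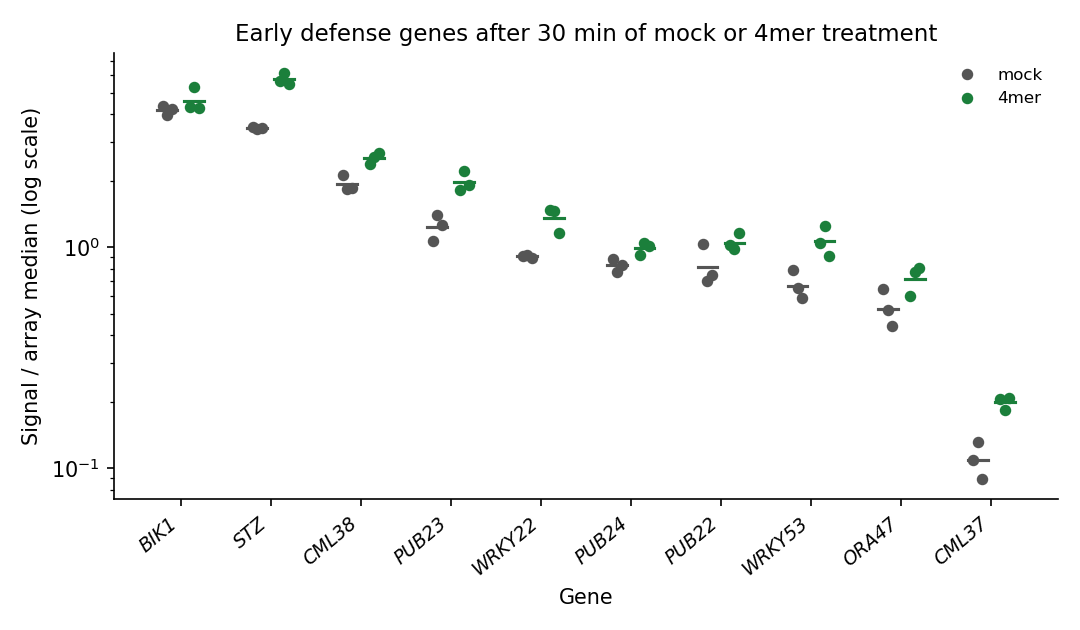
Levels of the 10 early defense genes as multiples of the array median, on a log scale, with one point per array, mock in grey and 4mer in green, and a line at the geometric mean of each group. The 4mer mean lies above the mock mean for each of the 10 genes, by the smallest factor in *BIK1* (1.101-fold). *CML37* lies below 0.25 in all 6 arrays, so that the floor at 0.25 leaves no difference in it.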

### 2.2. Analysis of Chitin Mix Enriched with Low-Molecular-Weight Chitin Oligosaccharides 

Taking into account previous works [41,42,43,44,45,46], we produced a low-molecular-weight chitin mix (CHL) using combined thermal treatment and sonication on a high-molecular-weight chitin mix (CHH, see the Material and Methods Section). In order to characterize this CHL mix, several analyses were performed. First, to determine the composition of the CHL mix, the sample was analyzed using matrix-assisted laser desorption/ionization time-of-flight (MALDI-TOF) mass spectrometry. The mix of chitin fragments obtained by MALDI-TOF mass spectrometry is shown in Figure 2A. The MALDI-TOF spectrum of the chitin oligomers revealed that the sample was composed of chito-oligomers that were 100% acetylated with a degree of polymerization (DP) ranging from 2 to 6 (A2 to A6 at Table 1). The relative ion intensity of each signal can reflect the quantification of the products (Table 1, [47]). The theoretical molecular weight (TMW) and obtained molecular weight sizes (OMW) of the chitin fragments in the CHL mix and an estimation of the composition of the CHL mix are given in Table 1. The most abundant oligomers were A2, A3 and A4 (34.5%, 35.6% and 22.2%, respectively), then A5 and A6 at 6.48% and 1.20%, respectively, with no oligomers with a DP higher than six (Table 1). This 100% acetylated CHL mix was used for further experiments on plants.

Secondly, the effect of the thermal treatment and sonication on the samples was explored using X-ray crystallography (XRD). As seen in Figure 2B, both non-treated (CHH) and thermal-treated chitin (TCH) showed XRD patterns with strong reflections at 9.2° and 19.2° and minor reflections at 12.6°, 22.9°, and 26.2°. The results showed that the non-treated chitin (CHH) had a crystallinity index (CrI) of 73%, and this value was reduced to 67% after the thermal treatment as expected (thermally-treated chitin (TCH) in Figure 2B). Additionally, after the thermal treatment, plus sonication, (sonicated chitin after thermal treatment, TSCH sample in Figure 2B), the sample had a much lower CrI value (around 50%), and the intensity of the diffraction was less intense than that of CHH. Both the crystallinity pattern and CrI were in good agreement with those previously reported for α-chitin [48].

Finally, in order to confirm the presence or absence of larger molecular-weight chitin oligosaccharides in the CHL sample after the thermal treatment plus sonication, a proton magnetic spectroscopy (^1^H-NMR) analysis was performed. The ^1^H-NMR profile (Figure 2C) shows that the characteristic signals of acetyl protons and the ring protons were around 2.6 ppm and 3.6–4.5 ppm, respectively. The H-1 of internal acetylated units resonated at 4.91 ppm, while the characteristic resonances in the anomeric region of the acetylated α- and β-anomers were 5.43 and 5.05 ppm, respectively. Signals corresponding to *N*-acetylglucosamine residues at 5.07 (H-1), 5.65 (H-1 reducing end, α), 5.21 (H-1 reducing end, β), 3.44 (H-2), 3.57 (H-1 reducing end, α) and 3.32 (H-1 reducing end, β) were detected [49]. Based on this spectrum, a degree of polymerization (DP) of five was estimated.

These results confirmed that thermal treatment plus sonication induced the opening and breaking of the CHH biopolymer, forming the CHL mix enriched with A2, A3 and A4 fragments (a total of 92.3%, see Table 1), with no contamination with higher molecular-weight chitin oligosaccharides with more than six monomers.

### 2.3. Analysis of the Vegetative Growth of Chitin-Treated Arabidopsis 

As the microarray analysis of genes that responded to the chitin 4mer suggested that the 4mer mostly induced genes related to plant development and nitrogen and carbon metabolism, a study was designed to test whether small chitin fragments might produce a direct effect on plant growth. For these experiments, plants were treated with CHL under in vitro conditions, to control the composition of the growth medium (thereby avoiding the confounding factors that might occur in a greenhouse experiment). *Arabidopsis* seedlings were grown for 21 days under these in vitro conditions with a low concentration of nitrogen in the medium (see the Materials and Methods), in either the presence or absence of CHH [18,26] and CHL.

After 20 days, there was an increase in the radicle length of 6% in the CHL group treatment, and 11.5% in the CHH group treatment was observed in plants after 20 days, compared with the control (Figure 3A,C). The total plant fresh weight increased by 10% in the CHL group treatment compared with the controls, although the total plant fresh weight decreased by 10% in the CHH group (Figure 3B).

### 2.4. Analysis of the Total Content of Nitrogen and Carbon Content of Chitin-Treated Arabidopsis

To determine whether chitin acted as a source of nutrients for the plants, total nitrogen and carbon were quantified in the CHL- and CHH-treated plants. An increase in plant total nitrogen content was observed in all treatments groups after 10 days, with increases of 5% in the CHH group and 8% in the CHL group compared to the controls (Figure 4A,B). A similar effect on total carbon content was observed in the CHL- and CHH-treated plants after 10 days, relative to the controls (Figure 4C), with no significant differences observed between the two treatment groups (Figure 4D).

### 2.5. Analysis of the Vegetative Growth of Chitin-Treated Poplar Explants

In order to determine the effect of chitin on plant growth in other species, poplar explants of a *Populus trichocarpa* clone were grown under similar in vitro conditions for 45–70 days, following the same growth parameters as those in the *Arabidopsis* experiments (see the Materials and Methods). An increase in root length (up to 5%) and shoot length (up to 28%) was observed in the CHL-treated poplar explants relative to the controls (Figure 5A,B).

It was not possible, however, to experimentally determine the narrow range of exchange of the total nitrogen, carbon content and fresh weight of the treated poplar explants compared with the controls because of the high variability found between the plants in the measurements on these parameters. Additionally, because the poplar experiments allowed us to follow the plant growth for longer periods than the *Arabidopsis* experiments (as the *Arabidopsis* experiments always involved younger plants, before *Arabidopsis* transitioned to flowering), we explored longer-term poplar growth in the presence of CHL and CHH. However, leaf chlorosis and cell death were observed after 70 days (growth parameters for these experiments were not measured). These symptoms were not observed in the presence of CHL (Supplementary Figure S5).

## 3. Discussion

It has been extensively documented in the literature that high-molecular-weight chitin induces plant defense-related responses, protein phosphorylation and reactive oxygen species production at the molecular level [35]. In this study, we examined the expression profiles of *Arabidopsis* seedlings treated with a chitin 4mer and compared this response to plants treated with an 8mer and a high-molecular-weight chitin mix (CHH) using full-genome Affymetrix microarrays. Previously, we showed that treatment with a chitin 8mer elicited a host defense-related cellular response in *Arabidopsis* similar to that induced by CHH in *Arabidopsis* [18,26]. The induction of specific defense-related genes after treating *Arabidopsis* with CHH, has also been documented by other groups experimenting with *Arabidopsis* [21,50,51], rice and soybean [19,52,53,54]. Our results showed that chitin 4mer treatment induced an expression pattern that was distinct from the pattern observed after 8mer or CHH treatments. Interestingly, unique subsets of genes responded to each chitin treatment, suggesting that different chitin oligomer lengths activate different signaling pathways in *Arabidopsis*. While there was significant overlap in the expression patterns elicited by the 8mer and CHH, the gene expression patterns elicited by the 4mer were completely different. In silico analysis of the genes that were uniquely induced or repressed by the 4mer showed that the gene families that were overrepresented in the set of genes induced were not present in the set of repressed genes. These genes were related to lipid and nitrogen metabolism, nutrient physiology signaling and the transport of ammonium, sugars and potassium. In contrast, defense- and stress-related genes were overrepresented in the set of repressed genes, while a similar set of genes (i.e., stress response genes) was completely absent from the set of induced genes.

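Sugar transport genes rose slightly as a group with the 4mer, in a call that depends on the choice of genes and arrays. Of 11 measured genes, 9 were higher and 2 lower, with a mean log2 fold change of 0.21 (adjusted p = 0.0431 from camera with its preset correlation, adjusted p = 0.214 with an estimated correlation). Among the sugar exporters, *SWEET11* was at 21.1 ± 1.8 (SD, n = 3) times the array median in mock seedlings and 24.1 ± 0.4 in 4mer seedlings, a log2 fold change of 0.19 (standard error 0.09, adjusted p = 0.482 from limma). *SWEET1* had a log2 fold change of 0.20 (adjusted p = 0.443) and *SWEET4* one of 0.24 (adjusted p = 0.633). No gene of the list had an unadjusted p under 0.05 in limma. *SUC7* and *GONST5* are among the 11, and the study selected both on these samples as induced, so the test is not fully independent of that choice. The overlapping list of 14 measured SWEET genes, added later, did not pass (mean log2 fold change 0.09, adjusted p = 0.167 from camera). The potassium transporter gene AT1G60160, the only one of its list that is named here, was at 2.88 ± 0.24 in mock and 2.92 ± 0.01 in 4mer seedlings (adjusted p = 0.948). The nitrate transporter gene *NRT2.5* was at 0.227 ± 0.082 in mock and 0.254 ± 0.093 in 4mer seedlings (adjusted p = 0.907). The other listed genes of ammonium and nitrate transport and of nitrogen assimilation are not named among the probe sets. The call of the sugar transport list was lost without mock replicate 1 (adjusted p = 0.194), mock replicate 2 (0.0601), 4mer replicate 2 (0.133) or 4mer replicate 3 (0.152), with normalized values below 0.25 set to 0.25 (0.0615), among the 14,373 brightest probe sets (0.0894), and when the list was adjusted together with the 23 lists added later (0.0663).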

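Transcription factors of the WRKY family, many of which act in defense, rose as a group with the 4mer, in a call that depends on the form of the camera test. The number of fixed lists that passed with the preset correlation, 5 with the real groups, was as high or higher in some other splits of the 6 arrays. Of 7 measured WRKY genes, 6 were higher and 1 was lower, with a mean log2 fold change of 0.41 and a median of 0.58 (adjusted p = 0.00256 from camera with its preset correlation, adjusted p = 0.112 with an estimated correlation). *WRKY6* was at 0.866 ± 0.094 (SD, n = 3) times the array median in mock seedlings and 1.41 ± 0.21 in 4mer seedlings, a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.163 from limma). *WRKY53* was at 0.674 ± 0.102 in mock and 1.07 ± 0.17 in 4mer seedlings, a log2 fold change of 0.67 (adjusted p = 0.239). No WRKY gene passed limma's test over all probe sets, 3 were higher at an unadjusted p under 0.05, and the same number were higher when adjusted over the list alone. *WRKY22* and *WRKY53* also belong to the early defense genes. The heat shock and hypoxia lists have 1 and 2 measured genes here, too few for a test of the group.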

Analysis performed using the agriGO tool (http://bioinfo.cau.edu.cn/agriGO/) showed that the genes induced by the 4mer belonged principally to functional categories of developmental processes, cell organization, biogenesis, membrane transport and primary amino acid metabolism. A large number of genes related to biotic stress responses were overrepresented in the set of the genes that were repressed by the 4mer.

The 4mer induced several previously characterized development-related genes. These genes included *IPT5,* which has been implicated in stem cell initiation and meristem formation [55], *PTL* involved in auxin signaling [56], *EXPA22*, which has been implicated in cell elongation [57], *JAZ7*, which is involved in secondary growth [58], and ANAC101, which is involved in xylogenesis [59]. 

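*IPT5*, an enzyme of cytokinin synthesis, was at 0.111 ± 0.111 (SD, n = 3) times the array median in mock seedlings and 0.321 ± 0.130 in 4mer seedlings, a log2 fold change of 1.93 that did not pass the test (standard error 0.68, adjusted p = 0.360 from limma). *PTL*, a trihelix transcription factor of flower development, was at 0.113 ± 0.058 in mock and 0.158 ± 0.067 in 4mer seedlings (log2 fold change 0.48, adjusted p = 0.756). The log2 fold change of *IPT5* ran from 0.40 with normalized values below 0.25 set to 0.25 to 2.72 without mock replicate 2, and *PTL* lies below 0.25 in every array. Of 10 alpha expansin genes measured, which loosen the cell wall, 9 were higher and 1 was lower, and the group did not pass the test (mean log2 fold change 0.30, adjusted p = 0.0575 from camera with its preset correlation, adjusted p = 0.288 with an estimated correlation). *EXPA8* had a log2 fold change of 0.66 (adjusted p = 0.372), *EXPA15* one of 0.29 (adjusted p = 0.382) and *EXPA18*, an expansin of root hairs, one of -0.44 (adjusted p = 0.234). Cytokinin genes did not move together among the 3 measured (adjusted p = 0.712), and the response regulator *RR16* had a log2 fold change of -0.58 (adjusted p = 0.374). The 4 auxin genes measured had an adjusted p of 0.341, and *GH3.1*, an auxin-conjugating enzyme, was at 0.0296 ± 0.0133 in mock and 0.0929 ± 0.0433 in 4mer seedlings (adjusted p = 0.386), below 0.25 in every array, so that the floor at 0.25 leaves no difference. The 3 meristem genes measured, *CLE27*, *PTL* and *CLV3*, had an adjusted p of 0.539. The probe set of *EXPA22* pairs with a further expansin gene and was not assigned to either, and that of ANAC101 is not named here. The expansin list passed the threshold without mock replicate 2 (adjusted p = 0.0215), mock replicate 3 (0.0251) or 4mer replicate 1 (0.0466), and was further from it without mock replicate 1 (mean 0.22, adjusted p = 0.411), in which *EXPA8* and *EXPA4* were lower than in the other mock arrays.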

Other known genes that are known to be related to nutrient transport were also induced specifically by the 4mer, such as the sucrose transporter *AtSUC 7*, the Golgi sugar transporter *GONST5* [60,61], the *IRT1* iron transporter [62] and the amino acid transporter *AtPUP9* [63] (see selected genes in Table S1). In addition, several previously-characterized genes were associated with lower (but still upregulated) translational activation levels. These genes included genes related to xylogenesis [59,64], vascular patterning [65,66], early seedling development [67], cellular differentiation [68] and shoot development [69]. 

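The nutrient transport genes named above were all higher in the mean of the 4mer arrays, at levels far below the array median, and none of them passed the test. *IRT1*, the iron transporter of the root, was at 0.104 ± 0.069 (SD, n = 3) times the array median in mock seedlings and 0.174 ± 0.032 in 4mer seedlings, a log2 fold change of 0.94 (standard error 0.51, adjusted p = 0.522 from limma). *PUP9* was at 0.0161 ± 0.0093 in mock and 0.0287 ± 0.0172 in 4mer seedlings (log2 fold change 0.79, adjusted p = 0.734). *GONST5* was at 0.0490 ± 0.0325 in mock and 0.0940 ± 0.0891 in 4mer seedlings (log2 fold change 0.55, adjusted p = 0.860). *SUC7* was at 0.115 ± 0.020 in mock and 0.1497 ± 0.0781 in 4mer seedlings (log2 fold change 0.28, adjusted p = 0.840). Iron deficiency genes did not shift as a group, with 2 of 4 measured genes higher and 2 lower (mean log2 fold change 0.05, adjusted p = 0.706 from camera). *IRT1*, *PUP9*, *GONST5* and *SUC7* lie below 0.25 in every array, so that the floor at 0.25 leaves no difference in them. The log2 fold change of *SUC7* was -0.12 without 4mer replicate 3 and that of *GONST5* was -0.28 without 4mer replicate 2.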

In parallel, genes that are known to be involved in inhibiting the activation of the jasmonic acid-mediated defense pathway in the absence of pathogens were also specifically induced by the 4mer, such as genes in the JAZ family [70].

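*JAZ7*, a repressor of the jasmonate response, was at 0.840 ± 0.102 (SD, n = 3) times the array median in mock seedlings and 1.56 ± 0.22 in 4mer seedlings. This is a log2 fold change of 0.89 (standard error 0.15), with an adjusted p of 0.0772 from limma and an unadjusted p of 3.33e-04. Every 4mer array was above every mock array. *THI2.1*, a thionin gene switched on by jasmonate, was at 0.170 ± 0.113 in mock and 0.167 ± 0.016 in 4mer seedlings (adjusted p = 0.883). *JAZ7* is the only JAZ gene named among the probe sets, and *THI2.1* the only gene of the list of jasmonate synthesis and response. Without mock replicate 1, *JAZ7* passed the threshold, with a log2 fold change of 0.85 and an adjusted p of 0.0454.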

However, there was no 4mer-induced upregulation of marker genes related to the defense response, such as pathogenesis-related protein 1, *PR1* (AT2G14610), defensin *PDF1.2* (AT5G44420), basic chitinase *PR3* (AT3G12500) and *MAPK3* (At3g45640). 

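*PDF1.2*, a defensin gene of the jasmonate and ethylene response, was lower in the 4mer seedlings. Its level was 0.395 ± 0.081 (SD, n = 3) times the array median in mock seedlings and 0.223 ± 0.023 in 4mer seedlings. The log2 fold change was -0.81 (standard error 0.25) and did not pass the test over all probe sets (adjusted p = 0.309 from limma, unadjusted p = 0.0120), and was -0.44 with 0.25 added before log2. Every 4mer array was below every mock array. The probe sets of *PR1*, *PR3* and *MAPK3* are not named here.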

The transcriptional level of *MAPK3*, after 4mer treatment, was confirmed using qRT-PCR (see the Supplementary Materials). In addition, several unknown genes that belong to categories related to plant development were induced by the chitin 4mer. These changes in gene expression after 4mer treatment concur with the hypothesis that the exposure of a plant to low-molecular-weight forms of chitin might results in a molecular adaptation response and bio-stimulation of plant growth, rather than a stress response.

Small LCOs have recently been shown to produce an increase in root growth in maize [38]. We found that the transcriptional plant response to the chitin 4mer overlapped with the transcriptional response observed in maize in this previous study, especially regarding the over-represented gene families related to nutrient and ion transport, embryogenesis, secondary metabolism and gluconeogenesis. It should be highlighted that, according to the results of the study on maize, short-chain chitin oligomers and lipo-chitin oligomers may have overlapping roles in plant growth promotion and, perhaps, in plant-symbiont interactions. Other studies have shown that a chitin 4mer can serve as the backbone of Nod factors during the interaction between the symbiotic bacteria, *Rhizobia*, and the roots of legumes [34,35,71,72]. Additionally, short-chain chitin oligomers can trigger nuclear calcium spikes, a cellular event that also occurs also during Nod and mycorrhizal (Myc) factor-mediated symbiotic signaling [36]. The induction of symbiotic signaling by the arbuscular mycorrhizal fungal-produced LCOs and COs has been observed in both legumes and rice. In parallel, the detection of these LCOs by grasses and other non-legumes that act as hosts for arbuscular mycorrhizal fungi is potentially controlled by Myc receptors. Recently, it has been found that the intraradical colonization by arbuscular mycorrhizal fungi triggers the induction of a new LysM-type LCO receptor, LYS11 [73]. In addition, in *Medicago truncatula*, a high-affinity LCO-binding protein (LYR3) interacted with a key symbiotic receptor (LYK3) [74]. The detection of LCO during the establishments of legume-Rhizobium symbiosis is controlled by a LysM receptor-like kinase known as nodulation factor perception (NFP) in *M. truncatula* [75]. In rice, OsCERK1 was found to regulate both chitin-triggered immunity and symbiosis with arbuscular mycorrhizal fungi [76]. LCOs can modulate plant host immunity to enable endosymbiosis [77], and the ability to detect LCOs might have evolved from plant innate immunity signaling [35].

Additionally, chitosan oligomers can target the chromatin within the plant nucleus, altering the chromatin conformation and gene expression of the plant cell [28,29]. Although chitosan has a high affinity for DNA and chitin does not, a still unknown effect of chitin oligomers in the plant cell should not be discarded. All of these data indicate that the role of small COs in nature related to plant growth still needs more biochemical clarification.

The results from the in vitro experiments of plants grown in the presence of CHL and CHH might be in line with the hypothesis that these oligosaccharides might have a bio-stimulating effect on plant growth. This hypothesis is further supported by the transcriptional data, since the genes that responded differentially were related to ammonium, amino acid and glutamate metabolism, the hexosamine biosynthetic pathway and nutrient transport. However, additional experiments are necessary to determine the validity of this hypothesis. It is still unclear whether the observed effects on development are only a consequence of the observed transcriptional activation.

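Neither measured gene of the hexosamine pathway passed the test after 30 min with the 4mer. *GFAT*, the first enzyme of the pathway, which takes its nitrogen from glutamine, was at 0.523 ± 0.178 (SD, n = 3) times the array median in mock seedlings and 0.628 ± 0.076 in 4mer seedlings, a log2 fold change of 0.33 (standard error 0.29, adjusted p = 0.696 from limma). *DRT101*, annotated as a phosphoglucosamine mutase, was at 1.24 ± 0.24 in mock and 1.24 ± 0.09 in 4mer seedlings (adjusted p = 0.974). Without mock replicate 2 the log2 fold change of *GFAT* was 0.000641. These are 2 of the 5 genes of the pathway, and none of the listed genes of glutamate and glutamine synthesis is named among the probe sets.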

A previous study indicated that a highly purified chitin 5mer was able to increase root length in *Arabidopsis*, although the mechanism behind this effect remains unknown [78]. The increase in root length produced by treatment with CHL in this study was similar to that observed in the study on the chitin 5mer (i.e., around a 25% increase compared with controls). The 5mer comprised only 6.48% of the CHL, and there was a higher percentage (a total of 92.37%) of 2mer (dimer), 3mer (trimer) and 4mers (tetramer), so it is plausible that the principal effect observed in both studies was a consequence of a response specifically to fragments of five or fewer monomers.

We also observed that poplar explants were able to grow in medium containing only CHH as a source of carbon, although leaf chlorosis and cell death were observed after long periods of growth under in vitro conditions. Interestingly, these symptoms were not observed in the presence of CHL. The stress-response symptoms were also not observed in in vitro experiments involving *Arabidopsis* grown in the presence of CHH (but not in the presence of CHL). This may be because our experiments and analysis in *Arabidopsis* experiments were always performed using younger plants (in comparison with the poplar assays) well before *Arabidopsis* transitioned to flowering.

It is reasonable to hypothesize that plants may be able to degrade CHH, thereby releasing smaller fragments of chitin that could promote plant development (which may have happened in the case of treatments with CHL) or be used as a nutrient source for both the plant itself and the soil microorganisms present in the rhizosphere. This process would require a prior stress-response activation to induce chitinases production, thereby putatively leading to a negative trade-off concerning plant development. However, more detailed experiments are needed to determine whether this is the case.

It should be noted that previous studies have shown that plants can respond to CHH with increased expressions of innate immunity- and defense-related genes with induction ratios of more than 200-fold compared with controls [18,26]. However, the plant transcriptional changes produced by the chitin 4mer in the present study were much lower, with no inductions above eight-fold compared with the controls, and the genes induced by the 4mer were related principally to plant development, with a suppression of the genes involved in biotic stress. These results are in line with a molecular mechanism of adaptation response (rather than a transcriptional response to stress in order to aid survival), and the results suggest that the CHL described in this study might be useful as a bio-fertilizer, or, at a minimum, a bio-stimulator of plant development when combined with other nitrogen, phosphate and magnesium (NPK) fertilizers currently used in agriculture.

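Among the 14,373 brightest probe sets, the highest induction with the 4mer was 3.303-fold, in a probe set whose gene is not named here, which did not pass the test (1.24 ± 1.00 in mock and 2.21 ± 0.18 in 4mer seedlings, adjusted p = 0.558). By the methods' ratio the highest among them was 2.73, in another probe set. The highest with a named gene was that of *psaA*, a plastid gene of photosystem I, at 3.19-fold, with 8.33 ± 6.81 (SD, n = 3) times the array median in mock seedlings and 17.7 ± 3.5 in 4mer seedlings (adjusted p = 0.464 from limma). Without mock replicate 1 the log2 fold change of *psaA* was 0.60. Of all probe sets that rose, the highest induction was 2.702-fold, in one without a gene named here, from 0.764 ± 0.160 to 2.04 ± 0.27 (adjusted p = 0.0456). Of the named genes that rose, AT4G29780 had the highest, 1.72-fold, from 2.72 ± 0.12 to 4.68 ± 0.20. Over all probe sets, AT3G42930 was 13.0-fold, AT4G03650 10.6-fold and AT2G36040 10.1-fold higher, at mean levels of at most 0.0677 times the array median, and none of the 3 passed the test with all arrays. They and *psaA* were chosen after their values were seen. In AT3G42930 the mock arrays 1 and 2 were at the floor, so its fold depends on the floor. By the methods' ratio to the median of the mock arrays, 21 probe sets were above 8-fold. Without mock replicate 3 the highest induction was 44.1-fold, again in AT3G42930, where the mock arrays kept are those at the floor. Without mock replicate 1 AT4G03650 passed the test (log2 fold change 4.71, adjusted p = 0.0173 from limma).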

It is also important to determine whether plants possess the molecular machinery needed to transport COs and use them as a direct source of carbon and nitrogen, similar to chitinolytic microorganisms [5]. It is obvious that the energetic cost associated with the production of chitinases and for the subsequent transport and assimilation of chitin fragments by a plant would be higher than the energetic cost required to transport and assimilate small oligosaccharides. This fitness cost might explain why the increase in total nitrogen content observed in the CHL treatment-plants was higher than in the CHH-treated plants. Analogously, based on the microarray data, the stress response induced by the chitin 8mer and CHH may be associated with the cost of the synthesis of chitinases, which was not observed after the 4mer treatment. This fact might explain the stress that CHH treatment produced on poplar explants after longer periods of growth, which was not observed in CHL-treated plants. 

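No chitinase gene rose or fell with the 4mer over all probe sets. Of 15 chitinase genes measured, 6 were higher and 9 lower, with a mean log2 fold change of -0.02 and a median of -0.13, and the group did not shift (adjusted p = 0.405 from camera with its preset correlation). AT2G43620 was at 2.13 ± 0.14 (SD, n = 3) times the array median in mock seedlings and 1.24 ± 0.36 in 4mer seedlings, a log2 fold change of -0.82 (standard error 0.20, adjusted p = 0.196 from limma). AT4G01700 had a log2 fold change of -0.52 (adjusted p = 0.301) and AT2G43610 one of -0.26 (adjusted p = 0.342). These 3 genes were lower at an unadjusted p under 0.05, and AT2G43620 alone was lower when adjusted over the list alone. SAM called none of the chitinase genes. The brightest of them, AT2G43590, was at 13.8 ± 0.4 in mock and 14.4 ± 1.2 in 4mer seedlings. The mean of the list ran from -0.22 among the 14,373 brightest probe sets (adjusted p = 0.0894, with 2 of 9 genes lower when adjusted over the list alone) and -0.14 with normalized values below 0.25 set to 0.25 to 0.08 without mock replicate 1, and was above 0 also with no scaling between arrays (0.02) and without 4mer replicate 2 (0.06).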

Our experiments showed that several chitinases were highly induced by the 8mer and CHH, but not at all by the 4mer. However, at the time points tested, no significant difference was observed in total carbon content or radicle length between the 4mer and 8mer/CHH treatments, although there were increases in comparison to the controls. The increase in growth seen in the CHH group might be attributable to the degradation of CHH oligosaccharides by the plant, and the energetic costs associated with this process might make CHH a less efficient bio-stimulator compared with CHL.

Although the molecular mechanism behind increased plant growth in the presence of CHL is still unknown, plants exhibit well-known chitinolytic activity in response to phytopathogens [79], sharing similarities with chitinoclastic organisms. Chitinoclastic activity has been described previously in several microorganisms, including *Vibrio furnissii* [5], *Vibrio carchariae* [80], *Amycolatopsis orientalis* or *Kitasatospora* sp. [81], *Serratia marcescens* [82], *Escherichia coli* [83] and *Streptomyces coelicolor* [84]. The chitinoclastic cascade in *Vibrio* has been characterized [6] and found to involve 10 genes that are implicated in chitin catabolism. *Vibrio* is able to incorporate the chitin-derived glucose into the glycolytic pathway and the amino groups into amino acids [5,85]. The presence of orthologous genes related to a chitinolytic pathway in plants and the induction by the chitin 4mer, but not by 8mer or CHH of *Arabidopsis* genes related to amino acid, sugar and ammonium transport (Figure S1), indicate that plants might utilize the amino groups derived from chitin as a source of nitrogen. However, this response might only involve transcriptional stimulation of plant growth rather than the stimulation of a chitinoclastic pathway. Along the same lines, the 4mer slightly induced enzymes that are related to glutamine and glutamate synthesis, a mechanism that is known for its roles in the induction of cell growth and as a nutrient-responsive signaling pathway [86].

As commercially available purified small chitin 4mers and chitosan fragments or mixes are extremely expensive to be used in the high volumes, in this work, we developed a less expensive method to obtain a chitin mix, enriched with low-molecular-weight oligosaccharides. This method could be used in the future in greenhouses and fields. The mainstream process for obtaining chitin- or chitosan-derived oligomers involves acid hydrolysis, several deproteinization steps (depending on the natural origin of the chitin), deacetylation and purification by high-performance liquid chromatography, which can lead to the production of oligomers with very high levels of purity. In addition, if chitin oligomers are required, chitosan oligomers need to be re-acetylated [41,42]. As we were interested in producing a mixture of chitin fragments with as high a degree of acetylation as possible and a low molecular weight, we optimized a protocol based on previous work that indicated that chitin biopolymers can be fragmented using sonication. Previous studies indicated that sonicated chitin is more susceptible to chitinase activity than the non-treated biopolymer [39,40]. Sonication of chitosan also decreased its molecular weight and crystallinity grade [43]. In addition, we observed that other studies showed that heating chitin during the depolymerization process made it more accessible to the action of chitinase [44]. Both processes had no effect on the functional groups found in the polymers. Our newly-developed protocol is a quick method that allows CHL to be produced at a low cost, which means that CHL could potentially be used in agriculture and industry, something that might be impossible with previous biochemical methods used to obtain small forms of chitin oligosaccharides.

Our present and previous results highlight the high variability of chitin-derived compounds in nature, making the study of plant responses to chitin very complex. Additional experiments are currently in progress. These experiments aim to determine the activity of CHL on soil, greenhouse and field conditions and the molecular mechanisms that allow plants to respond differentially to different chitin oligosaccharides in natural conditions, in order to determine the biotechnological potential of the CHL mix for promoting plant growth in the field and to be used as a bio-stimulator of plant development.

## 4. Materials and Methods

### 4.1. Plant Growth and Chitin Treatments

For the microarray analysis, *Arabidopsis thaliana* (*Col-0* ecotype, obtained from Arabidopsis Biological Resource Center stock) seeds were treated according to a previously-reported procedure [26], with small modifications. The seeds were surface sterilized and grown in liquid Murashige and Skoog culture medium at a density of approximately 500 seeds (10 mg) per 125-mL flask. The flasks with the seeds were incubated at 4 °C for 6 days and then placed in a shaking incubator at 150 rpm for 2 weeks under constant illumination (125 µmol·m^−2^·s^−1^) at 23 °C. After 14 days, the seedlings were treated with purified chitin oligo-4mer (4mer, Seikagaku Corporation, Tokyo, Japan) at a final concentration of 100 µg/mL. After 30 min of treatment, the seedlings were harvested, flash-frozen in liquid N_2_ and stored at −80 °C until analysis.

For the in vitro *Arabidopsis* experiments, *Arabidopsis thaliana* (*Col-0* ecotype, obtained from ABRC stock) seedlings were surface sterilized (30% bleach and 0.01%, sodium dodecyl sulfate for 20 min), stratified (i.e., cold treated) for 2 days at 4 °C and placed in small square petri dishes containing 70 mL of 1/2× Murashige and Skoog (MS) Basal Salt Mixture (2.28 g/L, modification 1B micro and 1/2 macro elements including vitamins, # M0233.0050, Duchefa Biochemie, Haarleem, The Netherlands) plus 2% sucrose at pH 5.8. The plates were then transferred into a growth chamber. The medium contained half of the nitrogen present in standard media (825 mg/L, 10.3 mM).

For in vitro poplar experiments, the hybrid poplar *Populus tremula × P. alba INRA clone 717 1B4* was used; explants of 3–4 cm obtained from 60-day-old plants were transferred into glass tubes with 15 mL of the MS medium described above and placed into an in vitro chamber. The *Arabidopsis* seedlings were grown for 21 days and poplar explants for 70 days at 60% humidity (*v*/*v*), temperatures of 24 °C during the day and 22 °C during the night, with a 14-h light/10-h dark photoperiod and a light intensity of 150 µE·m^−2^ per s for all experiments.

In order to obtain the CHL mix for the CHL treatments, ultrapure chitin from shrimp shells (Cat#C9752, acetylation degree higher than 95% Sigma-Aldrich, St. Louis, MO, USA) was finely ground using a grinder and a porcelain mortar to obtain a homogeneous mixture of chitin. This was then suspended in ddH_2_O (1–4 g/L, Milli-Q purity grade) and autoclaved for 20 min at 121 °C. Once the solution was cooled to room temperature, the mix was subjected to sonication (50 Hz) for 15 min at a temperature lower than 25 °C. The suspension was then stored at 4 °C until further use or lyophilized for further analysis.

### 4.2. Oligomer Characterization

For CHL characterization, a known amount of the filtrate of the CHL solution was initially analyzed, and no soluble oligomers were detected in the liquid. The sample was then freezing dried.

XRD patterns were obtained using a Bruker D8 Advance diffractometer with CuKa radiation (step size, 0.05, counting time, 3.5 s). Sample crystallinity (CI) was determined using the following equation previously described [87]: *CI* (%) = [*(I*_110_ − *I_am_)*/*I*_110_] × 100, where *I*_110_ (arbitrary units) is the maximum intensity of the (110) peak at around 2θ = 19° and *I_am_* (arbitrary units) is the amorphous diffraction at 2θ = 12.6°.

^1^H-NMR spectra were recorded using a Varian spectrometer at 300 MHz (spectral width = 8000 Hz, number of transients = 128, block size = 4, recycle delay = 5 s). The mean polymerization degree (DP_n_) and the fraction of acetylated units (FA) were calculated using a previously described method by [47].

For the ^1^H-NMR measurements, a sample was dissolved at 4 °C in concentrated deuterium chloride (Sigma-Aldrich) at a concentration of 15 mg/mL. DPn was calculated based on the integrated area associated with all of the H1 protons divided by the integrated area associated with the reducing end protons. The mass spectra were recorded using a Bruker Ultraflex (Bruker Daltonik, Bremen, Germany) with MALDI-TOF/TOF equipment in positive-ion mode. For ionization, 2,5-dihydroxybenzoic acid was used as the matrix. The oligomers were soaked in a mixture of 1:1 water:methanol and mixed with the matrix prior to the analysis.

### 4.3. Microscopy and Photography Techniques

A stereomicroscope (MZ9, Leica Microsystems, Leica, Deerfield, IL, USA) with a charge-coupled device (CCD) camera (DC 280, Leica Microsystems) was used to obtain photos of the *Arabidopsis* seedlings growing on the plates. Image processing was performed using the ImageJ Software [88].

### 4.4. Nitrogen and Carbon Content Analysis

For each plate, 12 seedlings per treatment group were collected and grouped as a single sample. The aerial parts of each plant were separated from the roots, cleaned and dried in an oven at 65–70 °C for at least 48 h. The dried tissues were finely ground (to sizes less than 150 µm) in a porcelain mortar. The concentrations of nitrogen and carbon were determined using a mass elemental analyzer for macro-samples (LECO CHN-600, Leco Corp. St. Joseph, MI, USA) according to the manufacturer’s instructions.

### 4.5. Data Analysis of Growth Parameters

All statistical analyses were performed using StatGraphics Centurion XVI.II (StatPoint Technologies, Inc., Warrenton, VA, USA). A one-way analysis of variance (ANOVA) and Duncan’s mean comparison test were performed for the all experiments or *t*-test with a significance level of 0.05%. In the case of non-homogeneous variance, a nonparametric Kruskal–Wallis test was applied.

### 4.6. Microarray Preparation, Hybridization and Data Extraction

Total RNA samples were processed according to the manufacturer’s protocols with the following modifications (Affymetrix GeneChip Expression Analysis Technical Manual, Affymetrix, Inc., Santa Clara, CA, USA). Single-stranded, then double-stranded cDNA was synthesized from the polyA^+^ mRNA present in the isolated total RNA (20 µg of total RNA was used as the starting material in each sample reaction) using the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen Corp., Carlsbad, CA, USA) and custom poly (T)-nucleotide primers that contained a sequence recognized by T_7_ RNA polymerase. The resulting double-stranded cDNA was used as a template to generate biotin-tagged cRNA from an in vitro transcription reaction, using the Bio-Array High-Yield RNA Transcript Labeling Kit (Enzo Diagnostics, Inc., Farmingdale, NY, USA). In accordance with the prescribed protocols, 20 µg of the resulting biotin-tagged cRNA were fragmented to strands of less than 100 bases in length following prescribed protocols (Affymetrix GeneChip Expression Analysis Technical Manual, Affymetrix, Inc., Santa Clara, CA, USA). The 20 µg fragmented target cRNA (20 µg) were hybridized at 45 °C with rotation speed of 60 rpm for 16 h (Affymetrix GeneChip Hybridization Oven 640) with the probe sets present on an Affymetrix ATH1 GeneChip array. The GeneChip arrays were washed and then stained (with streptavidin-phycoerythrin) on an Affymetrix Fluidics Station 400, followed by scanning on a Hewlett-Packard GeneArray scanner (Hewlett-Packard, Palo Alto, CA, USA). Three independent biological replicates were performed for each sample. Image analysis and pixel intensity were quantified using MicroArray Suite 5.0 software (Affymetrix, Inc., Santa Clara, CA, USA). Text files were then generated and exported to TM4 Microarray Software swift Version MeV 4.9 (http://www.tm4.org/index.html) for normalization and further analysis.

The data discussed in this publication have been deposited in the U.S. National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database [89] (see online resources below).

### 4.7. Microarray Data Analysis

The data were filtered and analyzed using the Statistical Analysis of Microarrays (SAM) program [90]. Genes identified as significant using SAM were exported and clustered using GeneSpring 6.0 (Figure 2A). Text files containing raw data were imported to TMEV [91] and were normalized as follows. First, values below 0.01 were set to 0.01, and then, each measurement was divided by the measurement at the 50th percentile of all of the measurements in the sample. The specific samples were then normalized to one another: three replicates of each treatment were normalized against the median of the control samples (water treatment). Each measurement for each gene in the specific samples was divided by the median of that gene’s measurements in the corresponding control samples. The raw data on all of the genes were then extracted and analyzed for significance using the Statistical Analysis of Microarrays (SAM) software program [90]. Genes determined to be statistically significant were listed, and the resulting information was imported into TMEV for further analysis. The genes were grouped by their biological function according to their gene ontology (GO) annotation using the Bar Toronto Super Viewer tool (Figure S1), MapMan tool (Figure S2; [40]) and agriGO toolkit (Figure S3; [39]).

### 4.8. Quantitative Reverse Transcription-PCR Analysis for Microarray Data Validation

Total RNA was isolated from the frozen plant tissues using TRIzol Reagent (Invitrogen^®^, Carlsbad, CA, USA) according to the manufacturer’s protocol. The RNA samples were treated with RQ1 DNase (Promega, Madison, WI, USA). Trace amounts of genomic DNA were removed by digestion with Turbo DNA-*free*™ (Ambion, Austin, TX, USA). First-strand cDNA synthesis was primed using an oligo (dT)_15_ anchor primer, and cDNA was synthesized using a First-Strand Synthesis Kit (Amersham-Pharmacia, Rainham, UK) according to the manufacturer’s protocol. An aliquot of 1.5 µL of the first-strand synthesis reaction was used as the template for PCR amplification. To ensure that the sequence amplified was specific, a nested PCR was performed using 1 µL of a 1:50 dilution of the products synthesized in the first PCR reaction as a template. The RT-PCR, PCR and nested PCR program consisted of: 3 min at 96 °C, 40 cycles of 30 s at 94 °C, 30 s at 65 °C and 1 min at 72 °C. The final extension step consisted of 7 min at 72 °C. The amplified PCR fragments were visualized using 1.5% agarose gels.

The qRT-PCR experiments were performed using a SYBR^®^ Green qPCR kit (Finnzymes, Espoo, Finland) with reactions at a final volume of 20 µL per well and using the cycle protocol recommended by the manufacturer. The samples were run in a DNA Engine Opticon^®^ 2 System instrument with the PTC-200 DNA Engine Cycler and CFD-3220 Opticon™ 2 Detector (Bio-Rad, Hercules, CA, USA). Gene-specific primers were designed using the Primer Express 2.0 program (Applied Biosystems, Foster City, CA, USA), and minimal self-hybridization and dimer formation of primers were determined using the Oligo 6.0 program (Molecular Biology Insights, West Cascade, CO, USA). Primers with annealing temperatures of 62 °C–65 °C that amplified products with lengths of about 300 bp were selected and then verified for specificity using Basic Local Alignment Search Tool (BLAST) searches. The efficiency of amplification for each gene was calculated as recommended by the manufacturer (Bio-Rad, Hercules, CA, USA). The following gene specific primers were used for quantitative RT-PCR: β*-ACTIN* (At3g18780): 5′-GTGATGAAGCACAATCCAAG-3′ (forward) and 5′-GAACAAGACTTCTGGGCAT-3′ (reverse); *MAPK3* (At3g45640): 5′-ATGAACACCGGCGGTGGCC-3′ (forward) and 5′-GGCATTCACGGGGCTGCTG-3′ (reverse); *ATSUC9* (At5g06170) 5′-AGCCGTTGGTTTCTTCGT-3′ (forward) and 5′-CTAATCACTCCAATAACAAG-3′ (reverse); *ATJAZ7* (At2g34600) 5′-CGGATCCTCCAACAATCC-3′ (forward) and 5′-GACAATTGGATTATTATG-3′ (reverse); *ATECP31* (At3g22500) 5′-GTCGAAGCACCTGATGTAGC-3′ (forward) and 5-GAGCAATGACGTTGGTACC-3′ (reverse); *ATEXPA22* (At5g39270) 5′-GTCGAAGCACCTGATGTAGC-3′ (forward) and 5′-CCACAAGCTCCCTGTTGAG-3′ (reverse). Data acquisition was performed using the Opticon Monitor Analysis software (Version 2.01), and changes in the transcript levels were determined using the 2^−ΔΔCT^ method [92]. Data points were compared using *t*-tests. Three independent biological replicates were used in each experiment.

### 4.9. Bioinformatics Analysis

Additional information about gene expression and data analysis tools was obtained from the following webpages: http://affymetrix.arabidopsis.info/narrays/, https://www.genevestigator.ethz.ch/, http://aramemnon.botanik.uni-koeln.de/, http://www.us.expasy.com/tools/, http://www.ncbi.nlm. nih.gov/ and http://www.ebi.ac.uk/Tools.

## 5. Conclusions

Using genomic approaches, we have identified several plant genes that respond to low-molecular-weight chitin-derived oligosaccharides. We identified a genomic and physiological link between transcriptional activation and plant development and a concomitant increase in plant growth and nutrient content in vitro. In addition, this study demonstrates the power of microarray data to identify potential transcriptionally activated metabolic networks in order to characterize novel signaling pathways. Our results concur with those of previous studies that show that, in nature, plants might activate a developmental response if small chitin fragments are present in the rhizosphere. Additional work is in progress to determine the exact molecular pathways that allow these compounds to stimulate plant development and their role in the natural environment.

## Figures and Tables

**Figure 1:**
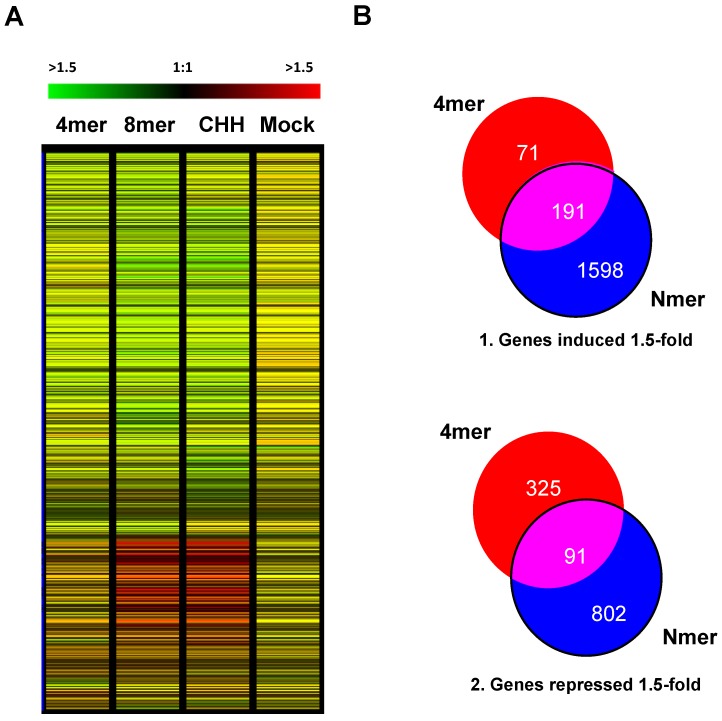
Microarray analysis of Arabidopsis after chitin treatments. (**A**) Hierarchical cluster of the ratio values of the genes that responded to different sizes of chitin, 4mer, 8mer and high-molecular-weight chitin mix (CHH). Each gene is represented by a single row, and each column represents an individual treatment. Red represents upregulated genes, green downregulated genes and black genes with no change (the signals are relative to the control treatment, which was water). (**B**) Venn diagrams of hierarchical clustering results; (**B1**) Venn diagram of genes showing a ≥1.5-fold increase in expression after 4mer treatment and 8mer or high-molecular-weight chitin (CHH) treatments (i.e., Nmer treatments); (**B2**) Venn diagram of genes showing a ≥1.5-fold decrease in expression after 4mer treatment and Nmer treatments. Two-way analysis of variance (ANOVA) was used for clustering. The genotypes and treatment groups were analyzed using a *p*-value of 0.5, with *p*-value > 0.5 = not significant and *p*-value < 0.5 = significant. Three array data replicates were used for the analysis.

**Figure 2:**
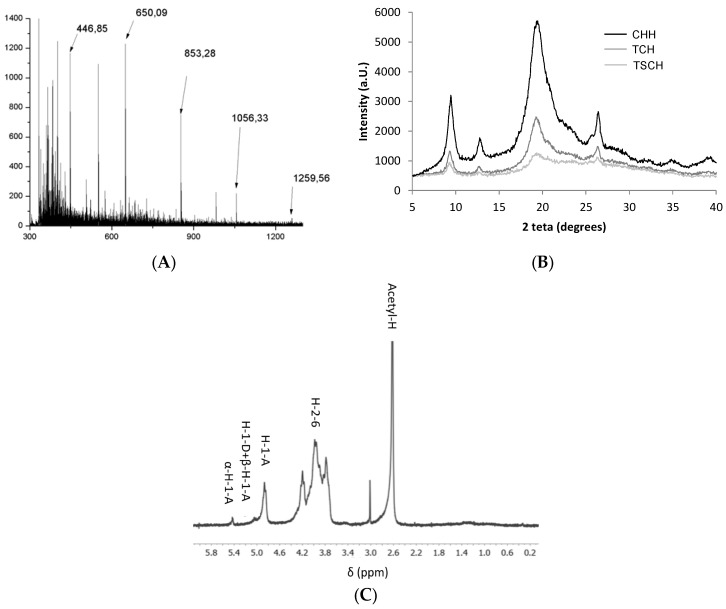
CHL sample characterization. (**A**) Matrix-assisted laser desorption/ionization time-of-flight (MALDI-TOF) Ultraflex profile of CHL mix in a 2,5-dihydroxybenzoic acid (DHB) matrix. The obtained molecular weights (OMW) are marked with arrows; (**B**) X-ray diffraction (XRD) pattern of the following chitin mixes: untreated chitin (CHH), thermally-treated chitin (TCH) and sonicated chitin after thermal treatment (TSCH). The intensity is in arbitrary units (a.u.), and 2θ degrees represents the diffraction angles; (**C**) Proton nuclear magnetic spectroscopy (1H-NMR) spectrum (300 MHz) of CHL in concentrated deuterium chloride (DCL) at room temperature. The signals of *N*-acetylglucosamine residues are marked.

**Figure 3:**
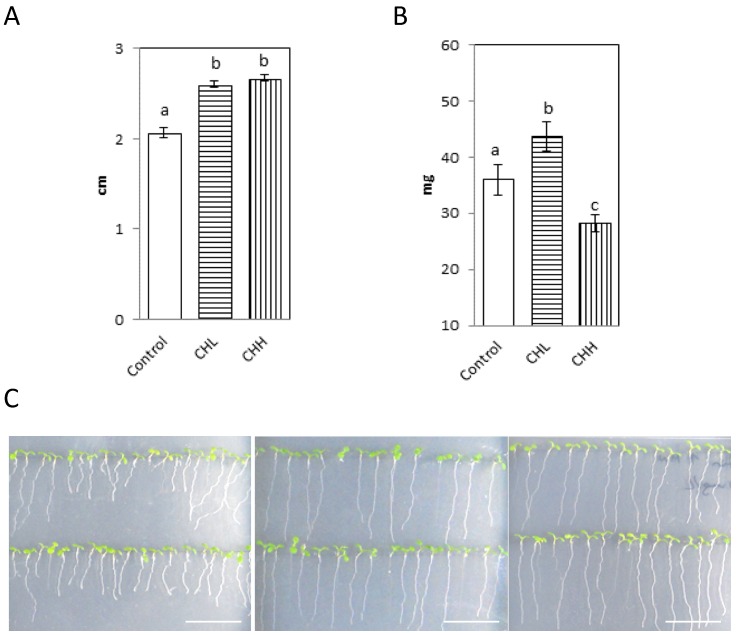
Chitin increased plant growth in vitro. (**A**) The radicle length of controls and plants treated with low-molecular-weight chitin mix (CHL) or high molecular weight chitin mix (CHH); (**B**) Fresh weight of controls and plants treated with CHL or CHH. The plants were grown for 20 days; (**C**) Representative plates of control seedlings (left), seedlings treated with CHL (center) and treated with CHH (right) after seven days. The experiments were performed at least three times with similar results. The data were analyzed using one-way analysis of variance (ANOVA) and the Statgraphics program Centurion XVI.II. Different letters indicate significant (*p*-value < 0.05) differences between treatment groups, according to Duncan’s test. Bars: 2 cm.

**Figure 4:**
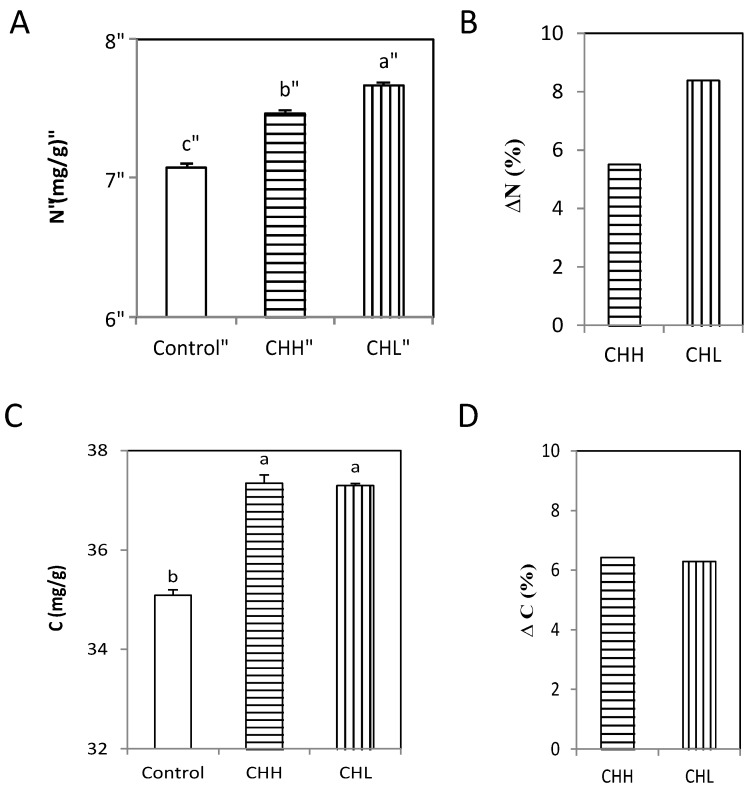
Chitin induces an increase of the total nitrogen and carbon content of *Arabidopsis* plants in vitro. (**A**) Total nitrogen content in controls (white bars) and plants treated with the low-molecular-weight chitin mix (CHL) or high-molecular-weight chitin mix (CHH); (**B**) Percentage of increase (ΔN) in total nitrogen content in plants treated with CHL and CHH relative to the controls; (**C**) Total carbon content in controls and plants treated with CHL and CHH; (**D**) Percentage increase (ΔC) in total carbon content in plants treated with CHL and CHH relative to the controls. Different letters indicate significant (*p*-value < 0.05) differences between treatment groups according to Duncan’s test. The measures were taken after 10 days of growth. The experiments were performed at least three times with similar results.

**Figure 5:**
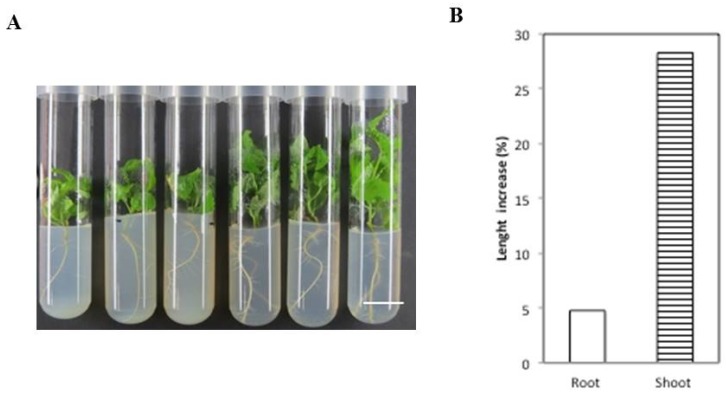
CHL produces an increase in shoot and radicle length in poplar explants. (**A**) Representative triplicates of poplar explants in the absence of CHL (in the three tubes on the left) or in the presence of CHL (in the three tubes of the right); (**B**) Increase in radicle and shoot length of explants grown in the presence of 100 µg/mL CHL compared to controls. The photos were taken after 45 days of growth. Bars: 2 cm.

**Table 1:** Estimated composition of CHL mix. A comparison between Theoretical Molecular Weights MNa^+^ (TMW) and Obtained Molecular Weights (OMW) is shown. The corresponding intensity and percentage of each oligosaccharide in the mix CHL obtained by MALDI-TOF shown at Figure 2A is also indicated, Amer: number of *N*-acetylglucosamine oligosaccharides.

Amer	TMW (*m*/*z*)	OMW (*m*/*z*)	Intensity	%
A2	446.85	447.16	1166	34.53
A3	650.09	650.24	1203	35.63
A4	853.28	853.31	750	22.21
A5	1056.33	1056.39	219	6.48
A6	1259.56	1259.47	38	1.12

## Supplementary Materials

The following are available online at www.mdpi.com/1660-3397/15/2/40/s1. Figure S1: In silico data analysis of genes induced by the 4mer, Figure S2: Functional classification of genes specifically induced by the 4mer, Figure S3: Overrepresentation analysis of genes differentially induced or repressed by the 4mer, Figure S4: Verification of microarray results for selected genes responding differentially to 4mer measured by qRT-PCR, Figure S5: Poplar growth under different conditions into the medium, Table S1: Data represent the corresponding array signal values on selected genes analyzed by qRT-PCR (Figure S4), Table S2: Selected known development related genes specifically induced by the 4mer more than 1.5 related to controls. Online Resources: U.S. National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database. Accession Number: GSE83858 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83858).

# Supplementary material for: Short-Chain Chitin Oligomers: Promoters of Plant Growth
**Source:** Mar Drugs. 2017 Feb 15;15(2):40. doi: 10.3390/md15020040
**Supplement:** Supplementary file 1

Supplementary Materials: Short-chain Chitin Oligomers: Promoters of Plant Growth

Alexander J. Winkler, Jose Alfonso Dominguez-Nuñez, Inmaculada Aranaz, César Poza-Carrión, Katrina Ramonell, Shauna Somerville and Marta Berrocal-Lobo

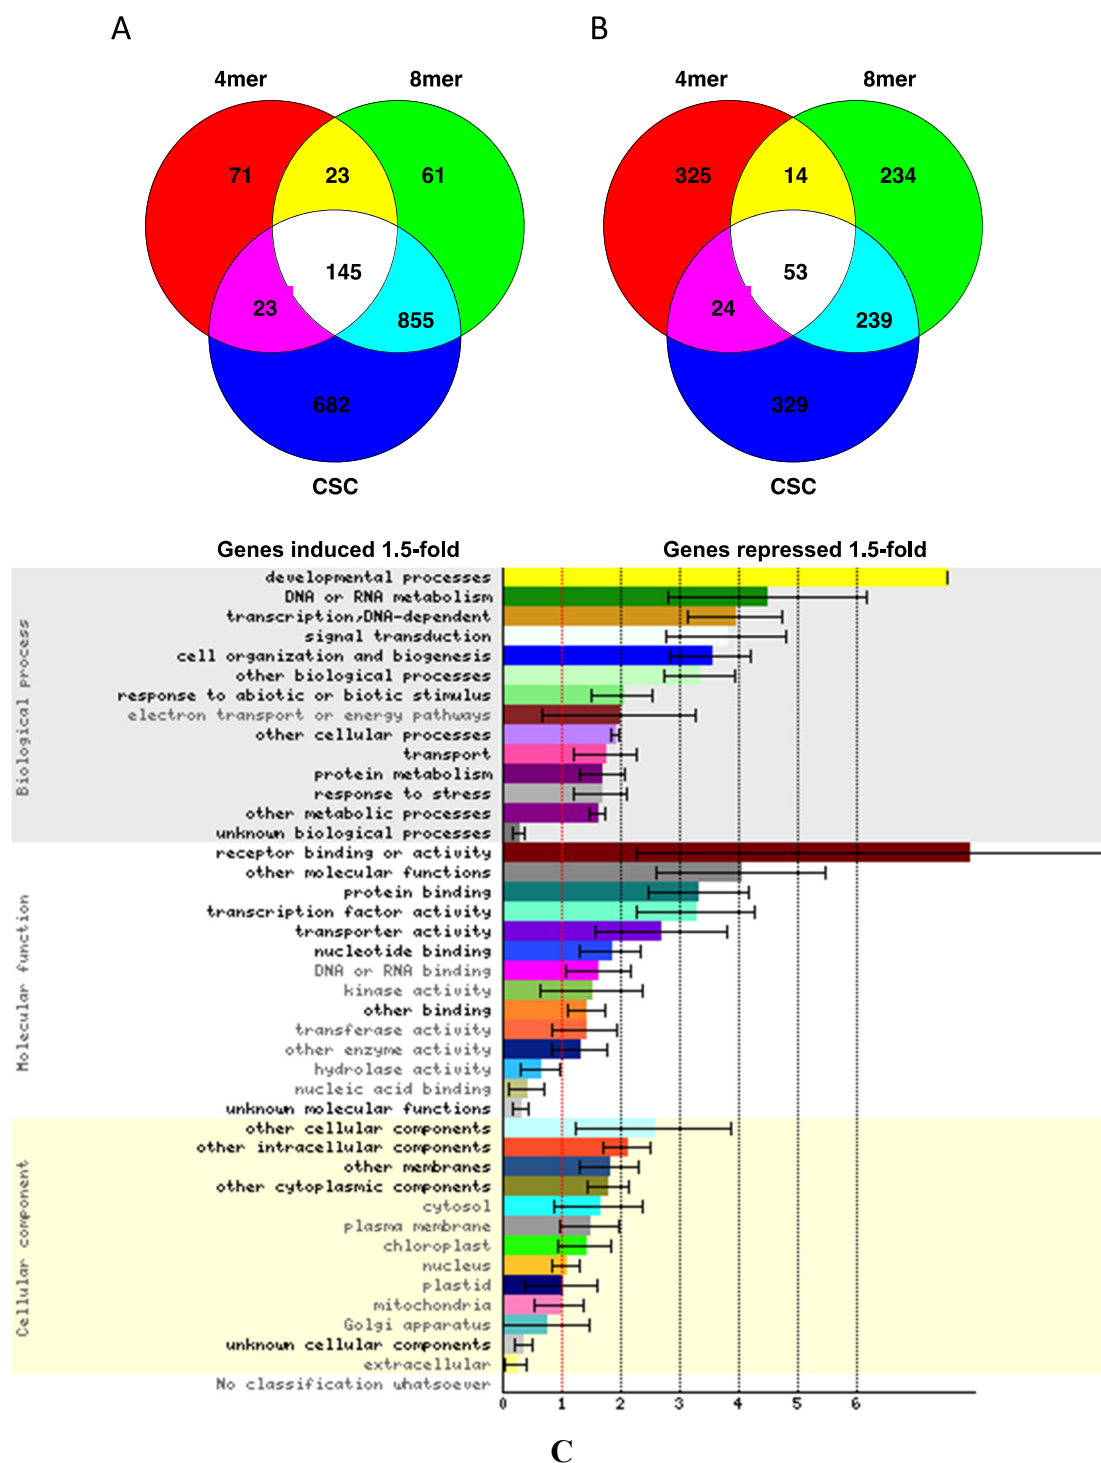

Figure S1. *In silico* data analysis of genes induced by the 4mer. (A) Venn diagrams distribution of subsets of overlapping genes after 4mer, 8mer or CHH treatment, showing ≥ 1.5 -fold change in expression; (B) Venn diagrams distribution of subsets of overlapping genes showing ≤ 1.5 -fold change in expression after 4mer, 8mer or CHH treatment. The statistic used for clustering was two-way

ANOVA. Genotype and treatment groups were analyzed using a p -value of 0.5 with $p > 0.5$ considered not significant; $p < 0.5$ considered significant. Three array sample replicates were used for the analysis. (C) Classification Superviewer of genes specifically induced by the 4mer. Data analysis was performed using Bar Toronto Gene Ontology tool (<http://bar.utoronto.ca/>).

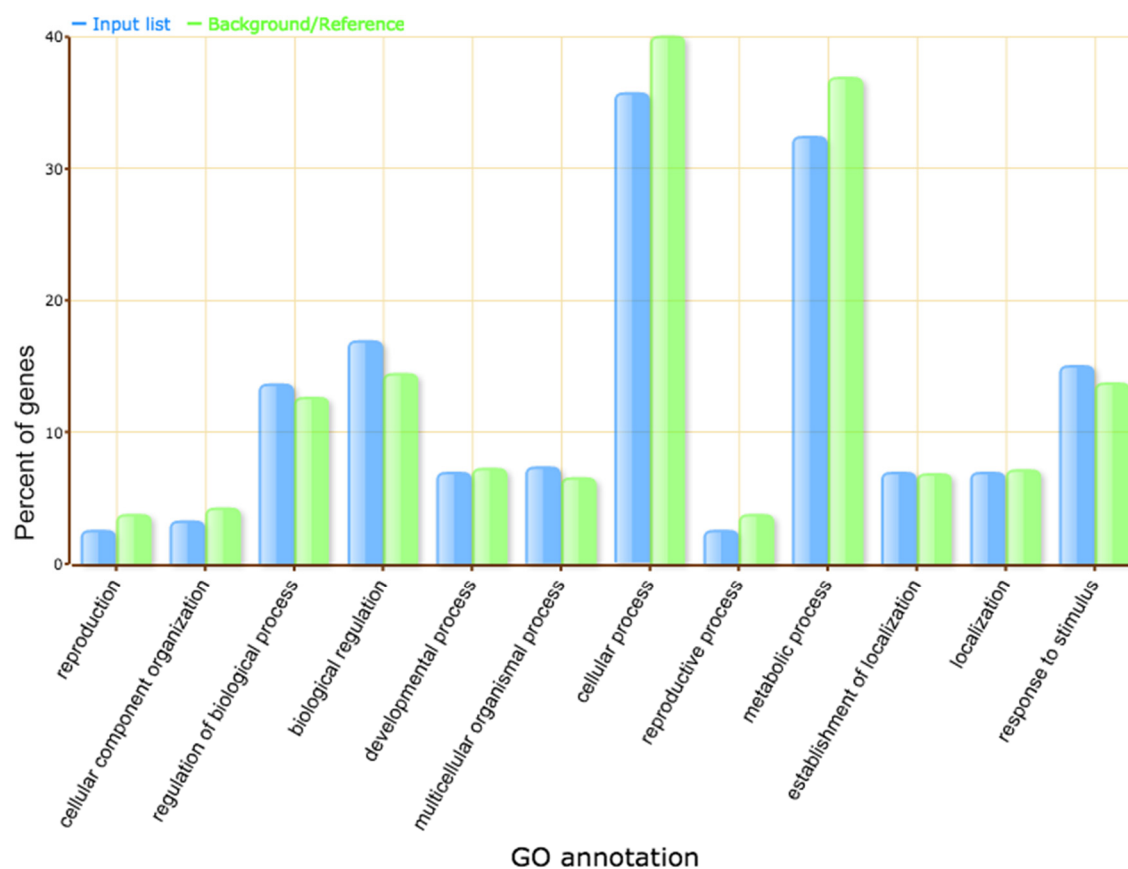

Figure S2. Functional classification of genes specifically induced by the 4mer. Data analysis using AgriGO Tool. (<http://bioinfo.cau.edu.cn/agriGO/>).

A

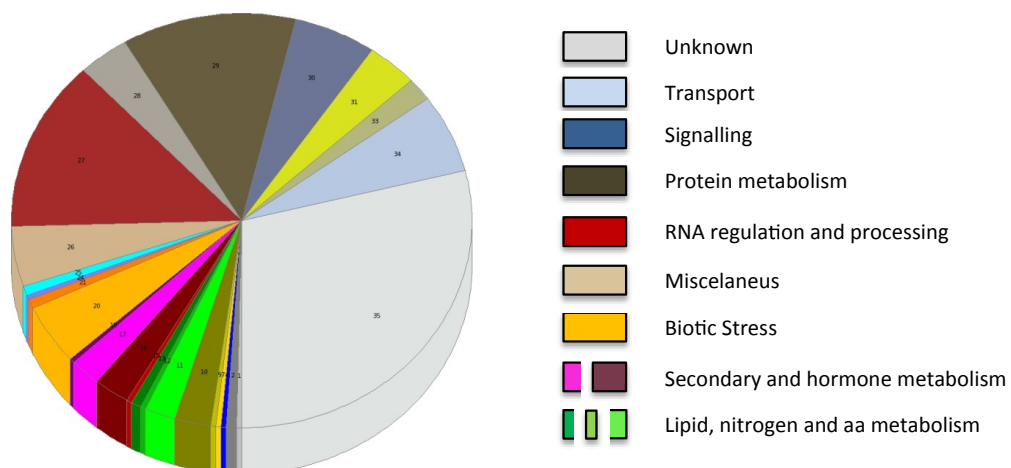

B

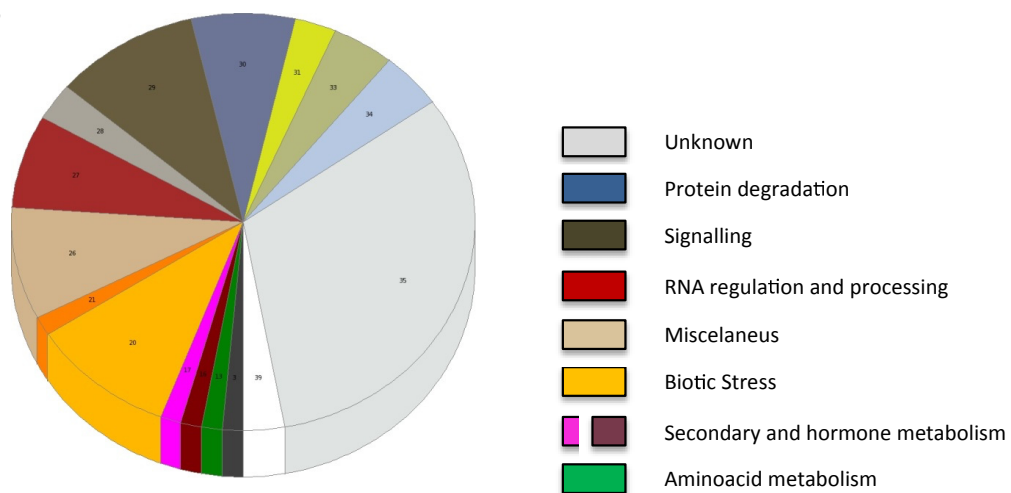

Figure S3. Overrepresentation analysis of genes differentially induced or repressed by the 4mer. Over-represented functional categories are colored. A. Categories of genes differentially induced by 4mer (numbered from 1 to 35). B. Categories of genes differentially repressed by 4mer (numbered from 1 to 39). The analysis was performed within functional categories using PageManTool of MapMan Software [1].

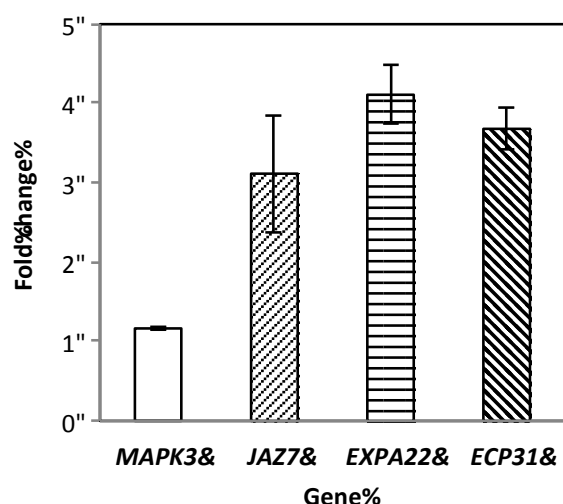

Figure S4. Verification of microarray results for selected genes responding differentially to 4mer measured by qRT-PCR. Col-0 wild-type plants were analyzed after 30 minutes of chitin 4mer treatment. Genes with different patterns of expression between treatments were selected for confirmation purposes. Fold change on selected genes: *MAPK3* (At3g45640), *SUC9* (At5g06170), *JAZ7* (At2g34600), *EXPA22* (At5g39270), *ECP31* (At3g22500) and β -*Actin2* (At3g18780). Data represent the fold signal related to mock plants (-2DDCt. [2]).

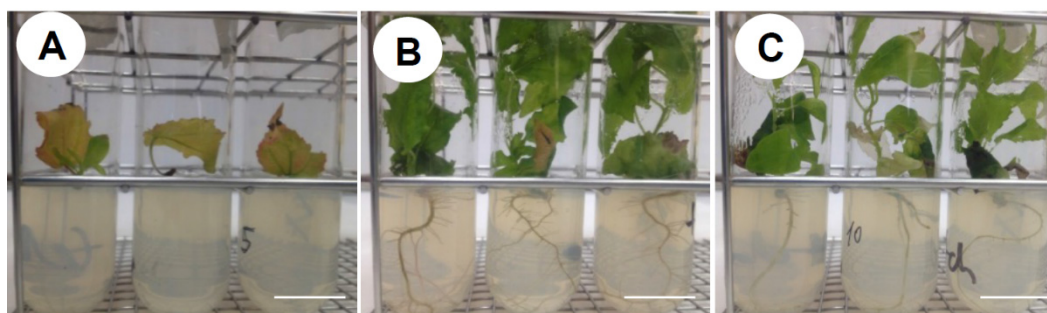

Figure S5. Poplar growth under different conditions into the medium. (A) Medium in absence of sucrose or CHH, (B) medium in presence of 2% Sucrose, (C) medium in presence of 100 mg/L CHH. Photos were taken after 70 days. Leave chlorosis or cell death were not observed after 40 days of growth in any plant (data not shown). Bars: 2 cm.

Table S1. Data represent the corresponding array signal values on selected genes analyzed by qRT-PCR (Figure S4). Averaged data from the three replicates of the microarray experiment for these genes and the SD are also shown.

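Of the genes of Table S1, *JAZ7* is the only one with a probe set that names it alone. Each 4mer array's level of *JAZ7* was divided by the median of the 3 mock arrays, as the methods describe. The ratio was 1.97 ± 0.27 (SD, n = 3 arrays), and the paper's reported value is 2 with an SD of 0.6.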

Gene name	ID	Array Signal
<i>MAPK3</i>	At3g45640	1.04 ± 0.7
<i>JAZ7</i>	At2g34600	2 ± 0.6
<i>EXPA22</i>	At5g39270	1.6 ± 0.4
<i>ECP31</i>	At3g22500	2.1 ± 0.2

Table S2. Selected known development related genes specifically induced by the 4mer more than 1.5 related to controls. Reference publication and Gene Ontology functional classification (GO) of each gene is also presented (<http://geneontology.org/>).

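The genes of Table S2 were higher as a group with the 4mer. Of the 12 probe sets of Table S2, 11 were measured, and all 11 genes were higher, with a mean log2 fold change of 0.88 (adjusted p = 7.79e-05 from camera with its preset correlation, adjusted p = 0.0875 with an estimated correlation). The study chose these genes on these samples, so their direction is not independent evidence. By the ratio to the median of the mock arrays, 8 of the 11 genes were at 1.5 or above, and the ratios ran from 1.26 in *CLE27* to 5.73 in *IPT5*. Both ends depend on the arrays kept, with *IPT5* at 2.33 without mock replicate 1, 2.18 without mock replicate 3 and 2.90 with division by the mean of the mock arrays, and *CLE27* at 2.08 without mock replicate 2 and 1.64 without mock replicate 3. *PGA4*, a polygalacturonase gene, was at 0.0576 ± 0.0607 (SD, n = 3) times the array median in mock seedlings and 0.122 ± 0.017 in 4mer seedlings, a log2 fold change of 1.60 (standard error 0.72, adjusted p = 0.453 from limma). *CLE27*, a signaling peptide gene, was at 0.297 ± 0.200 in mock and 0.444 ± 0.114 in 4mer seedlings (log2 fold change 0.91, adjusted p = 0.617). *OLEO2*, an oleosin gene of seed oil bodies, was at 0.0314 ± 0.0204 in mock and 0.0624 ± 0.0620 in 4mer seedlings (log2 fold change 0.73, adjusted p = 0.795). No gene of the table passed limma's test over all probe sets, 3 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. SAM called none of them. Of the 11 genes, 9 lay below the array median and 2 among the 14,373 brightest probe sets. With normalized values below 0.25 set to 0.25 the mean of the list was 0.20 and the list no longer passed (adjusted p = 0.0606 from camera). That floor leaves no difference in *PGA4* and *OLEO2*. With 0.25 added before log2 the mean was 0.32. The log2 fold change of *CLE27* was 0.10 without mock replicate 1 and that of *OLEO2* was -0.08 without 4mer replicate 1.

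**Figure D2:**
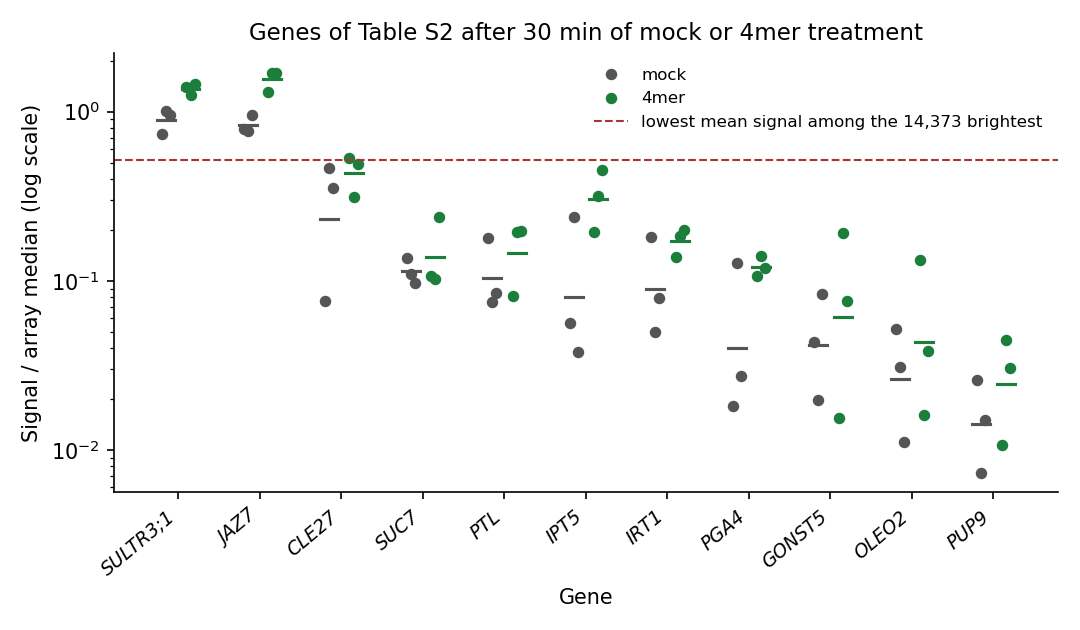
Levels of the 11 measured genes of Table S2 as multiples of the array median, on a log scale, with one point per array, mock in grey and 4mer in green, a line at the geometric mean of each group, and a dashed line at 0.520, the lowest mean level among the 14,373 brightest probe sets. *SULTR3;1* and *JAZ7* lie above the dashed line in all 6 arrays, and the other 9 genes have their group means below it.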

Locus ID/ Probe	Annotation	Reference and/GO classification
At5g19040/249972_at	<i>IPT5</i>	Cheng et al., 2013/ meristem formation
At5g03680/250908_at	<i>PTL</i>	Lampugnani et al., 2013/ Aux signaling
At1g66570/256407_at	<i>SUC7</i>	Sauer et al., 2004/ carbohydrate transport
At1g02790/262122_at	<i>PGA4</i>	Jiang et al., 2013/ pollen development
AT5G40420/249353_at	<i>OLEO2</i>	Deruyffelaere et al., 2015/ olibody biogenesis
At5g39270/249501_at	<i>EXPA22</i>	Irshad et al., 2008/ cell elongation
At3g25905/258082_at	<i>CLE27</i>	Czyzewicz et al., 2015/ root architecture
At4g19690/254550_at	<i>IRT1</i>	Boonyaves et al., 2015/ iron transporter
At1g21870/260850_at	<i>GONST5</i>	Handford et al., 2004/ golgi sugar transporter
At1g18220/256124_at	<i>PUP9</i>	Gillisen et al., 2000/ aminoacid transporter
At2g34600/266901_at	<i>JAZ7</i>	Sehr et al., 2010/ growth, JA pathway inhibition
At3g51895/246310_at	<i>SULTR3;1</i>	Cao et al., 2013/ sulfate transporter

References

- Usadel, B.; Nagel, A.; Steinhauser, D.; Gibon, Y.; Blasing, O.E.; Redestig, H.; Sreenivasulu, N.; Krall, L.; Hannah, M.A.; Poree, F.; et al. PageMan: An interactive ontology tool to generate, display, and annotate overview graphs for profiling experiments. *BMC Bioinform.* 2006, 7, 535.
- Livak, K.J.; Schmittgen, T.D. Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. *Methods* 2001, 25, 402–408.

How the deposited data were processed for this re-analysis (not part of the article)

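Whole seedlings of *Arabidopsis* Col-0, 14 days old, had been treated for 30 min with the chitin 4mer (100 µg/mL) or with water (mock), and 3 independent biological replicates per group were hybridized to Affymetrix ATH1 arrays. The authors scanned the arrays and computed probe set signals with MicroArray Suite 5.0. The deposited values are these signals, an intensity on a linear scale for 22746 probe sets per array, of which 1 to 4 per array are 0. The trimmed means are nearly equal over the arrays, so the deposited signal carries one scaling. The target of that scaling, detection calls and filters are not stated, and the authors' later steps, namely the floor, the division by the 50th percentile and the division by the control samples, are not in the deposited values. No control probe sets of the manufacturer and no other columns of values are among them. No 2 arrays hold identical values. The number of arrays limits the precision.

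Values below 0.01 were set to 0.01, each value was divided by the 50th percentile of its array, as the methods state, and the result was taken to log2. The groups were compared in limma 3.58.1 under R 4.3.3 (lmFit, then eBayes with a variance trend), with all 6 arrays, no covariate and Benjamini-Hochberg adjustment over all probe sets. The threshold was an adjusted p under 0.05, and counts at 1.5-fold were made with and without a p. The methods name SAM and give no threshold, so limma was used, and the SAM statistic was computed with all 20 label permutations at a false discovery rate of 0.05. Standard deviations are those of the normalized levels before log2. The ratio of the methods divides each 4mer array by the median of the mock arrays. The 14,373 brightest probe sets are those with the highest mean over the 6 arrays, a number that the paper gives for its genes. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

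Probe sets were named through a table of the array's annotation and the gene table of the TAIR10.1 assembly. Of the probe sets, 13513 pair with 1 gene, 503 pair with several, which were not named, and 8730 are not listed, which leaves their genes unnamed here. Of the paired ones, 13436 matched the gene table. Table S2 pairs 11 of its 12 probe sets with the deposited ones and added names for 9 of them. This gave 13295 distinct genes. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it in the gene lists.

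Before the data were examined, 37 gene lists were fixed, of which 13 had at least 3 measured genes and were tested; the minimum of 3 was set afterwards. Of the others, 10 have no measured gene. The tests were camera of limma with the preset correlation of 0.01, adjusted over the 13 lists, camera with an estimated correlation, and fry. Among the lists that passed with the preset, the estimate was below it for the WRKY genes (-0.116) and sugar transport (-0.0290). It was above the preset for the early defense genes (0.184), the transporters (0.169) and Table S2 (0.0169). A call lost with the estimate therefore does not by itself show that the genes are correlated. A further 23 lists of gene families, taken from gene symbols, and of plastid-encoded genes were added after the gene names had been seen and before any fold change was computed, and were adjusted among themselves. The pattern of the defensin list among them was corrected later because it had also taken peptide deformylases, and the list passed in neither form. Shares of defense genes were compared with Fisher's exact test.

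The genes named in the text are every gene the paper names, the 10 probe sets with the largest rise and the 10 with the largest fall among those that passed the test, lie in the 14,373 brightest and name 1 gene, filled up in order of the unadjusted p where fewer passed, and 2 to 4 genes of each list with the smallest p. The values of Tables S1 and S2 had been seen when the rule was written. Genes or probe sets outside the rule are marked as chosen after their values were seen.

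The alternatives were quantile normalization, no scaling between arrays, an offset or a floor of 0.25, only the 14,373 brightest probe sets, no variance trend, the replicate number as a block, SAM, an estimated correlation, the mean of all probe sets of a gene, division by the mean of the mock arrays, and leaving out each array in turn. The closing section gives their effect. The scripts were tested on simulated data of 22746 probe sets with 200 changed ones, all drawn from the 14,373 brightest. In this simulated comparison of the 4mer with mock, limma recovered 49.3% of 67 probe sets changed by 1.5-fold, 88.1% of 67 changed by 2-fold and 97.0% of 66 changed by 4-fold, with 11 false calls, and SAM made 96 calls. With no change simulated, both made 0 calls. Of 200 random lists in camera, 5.5% had a p under 0.05 with no change. The simulated probe sets were independent of one another and no array was made to stand apart. The simulation therefore cannot test the preset correlation or the effect of mock replicate 1.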

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

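The tests of mock replicate 1 and of the handling genes in this part were chosen after the result was seen. The early defense genes stood out because the paper names none of them, and their level was higher in the 4mer arrays than in the control arrays, with a mean log2 fold change of 0.51 over 10 genes, a shift that did not pass with an estimated correlation (adjusted p = 0.0875 from camera). The outlying mock array is not needed for this difference, since the mean without mock replicate 1 was 0.56. A general shift of genes of like signal is not enough either, since of 10000 random lists matched on mean signal 100% had a smaller mean, the highest being 0.37. Handling of the seedlings cannot be told apart from the treatment, since the median log2 fold change of 0.0450 rests on 4 measured handling genes with none of the touch genes among them. That the 4mer itself may raise these genes within 30 min stays open as a hypothesis found and tested on the same arrays, and the 10 splits of the 6 arrays are too few for a share under 0.05, with 1 split, the real one, as large as 0.51 and the highest of the others at 0.27.

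The 7 measured WRKY genes, which the paper does not name, stood out in the same way, with a mean log2 fold change of 0.41 against the control arrays. This shift did not pass with an estimated correlation (adjusted p = 0.112 from camera). The WRKY genes share *WRKY22* and *WRKY53* with the early defense genes. Their mean without mock replicate 1 was 0.43 (adjusted p = 0.0240 from camera with the preset correlation). Random lists were not computed for them, and from the splits of the arrays only the number of lists that passed was kept, not which ones.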

How the results depend on the processing

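The 4 gene lists beyond the fixed ones and the genes outside the naming rule were examined only after values had been seen; all alternatives to the other results were set before the data were examined. The counts of 23 changed, 15 induced and 8 repressed probe sets moved to 10, 4 and 4 with a floor at 0.25, to 59, 36 and 18 among only the 14,373 brightest, where fewer probe sets are tested, to 2, 0 and 2 with no variance trend, and to 4, 0 and 4 in SAM. Leaving out an array gave 0 to 338 changed, 0 to 83 induced and 0 to 46 repressed. Of the calls, 65.2% were higher, against 50.0% with a floor at 0.25. The counts on fold alone, 1418 and 1291, moved to 146 and 119 with 0.25 added before log2, to 284 and 206 with a floor at 0.25, and to 242 and 146 among the brightest. The number of gene lists that passed moved from 5 to 3 with a floor at 0.25, to 3 among the brightest and to 0 with an estimated correlation. The early defense genes kept a mean log2 fold change of 0.39 to 0.56 and passed under all 15 alternatives but the estimated correlation (0.51, adjusted p = 0.0875; range 3.15e-10 to 0.0875). The highest induction lay between 3.00 and 13.3-fold with other processing and between 9.09 and 44.1-fold with an array left out. The 44.1-fold is that of AT3G42930 without mock replicate 3, where the mock arrays kept are at the floor. The cause of the other changes was not tested.

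The difference in the share of defense genes reversed to 0.00291 points without mock replicate 1 and 0.334 without mock replicate 3, and with an array left out was lowest at -1.21, without 4mer replicate 3; it was -1.98 with 0.25 added before log2 and -2.21 among the brightest. The mean of the cytokinin list lay between 0.304 and 0.725 with an array left out, the list turned in the test without 4mer replicate 3 (mean 0.310), and with a floor at 0.25 the mean itself turned, to -0.0235. With an array left out, the log2 fold change reversed at the lower end for *OLEO2* (-0.0783 to 1.45), *SUC7* (-0.119 to 0.493), *GONST5* (-0.278 to 1.53), *NRT2.5* (-0.177 to 0.466), AT1G60160 (-0.0350 to 0.0833), *DRT101* (-0.0976 to 0.169) and *THI2.1* (-0.449 to 0.810; -0.0367 with a floor at 0.25), none of which passed the test. The causes were not tested. Of 191 alternative values of the 13 fixed lists, 174 kept direction and call, as did 801 of 929 for 73 genes or probe sets. A result that passed in neither fit counts as kept, and most of the 73 did not pass with all arrays. The 87 values that lost the call all belong to those that did pass, such as *STZ*, which kept it in 5 of 13 alternatives.

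The replicate numbers gave no sign of pairing the arrays, but the check can exclude little. Within a group the deviations depend on one another, and mock replicate 1 stands apart. Deviations from the group means correlated at -0.04, -0.04 and -0.03 between arrays of the same number, and no array correlated best with its own number. With the replicate number as a block, 0 probe sets passed in limma, 0 induced and 0 repressed, against 2287 at an unadjusted p under 0.05, and the alpha expansin list passed (adjusted p = 0.0254 from camera). Low signal limits the rest: 9 of the 11 genes of Table S2 lie below the array median.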

Differences from the paper's values

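The Venn diagrams of Figure 1B, read by eye and summed over their parts, give about 260 genes induced at least 1.5-fold by the 4mer as the paper's value. On fold alone, 1418 probe sets were induced here. Of the alternatives set before the data were examined, the counts came within 1.5 times the paper's with a floor at 0.25 (284) and with only the 14,373 brightest probe sets (242). They did not with quantile normalization (1397), no scaling between arrays (1564), 0.25 added before log2 (146) or any array left out (1512 to 1743). By the ratio of the methods, to the median of the mock arrays, 1616 probe sets were induced, and 162 among the brightest, neither within 1.5 times the paper's. The paper's genes also had to be significant in SAM, whose threshold it does not state. With an unadjusted p under 0.05 added to the fold, 377 probe sets were higher, within 1.5 times the paper's. That count was 361 with quantile normalization, 443 with no scaling between arrays and 306 to 585 with an array left out. It was 112 with 0.25 added before log2, 169 with a floor at 0.25 and 164 among the brightest.

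For genes repressed at least 1.5-fold, the paper's value summed in the same way from Figure 1B, read by eye, is about 420, and the count here on fold alone was 1291. On fold alone, no alternative came within 1.5 times the paper's value. The counts were 1310 with quantile normalization, 1188 with no scaling between arrays, 119 with 0.25 added before log2, 206 with a floor at 0.25, 146 with only the 14,373 brightest, and 1084 to 1771 with an array left out. With an unadjusted p under 0.05 added to the fold, 378 probe sets were lower, within 1.5 times the paper's value. So were 410 with quantile normalization, 315 with no scaling between arrays and 309 to 483 with an array left out. The counts of 111 with 0.25 added before log2, 156 with a floor at 0.25 and 135 among the brightest were not. By the ratio of the methods, 1033 were repressed, and 114 among the brightest.

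The paper reports more genes repressed than induced among those that respond to the 4mer alone. These arrays hold no other chitin treatment, so that set cannot be formed here. Over all probe sets, 15 rose and 8 fell, and with an unadjusted p under 0.05 added to the fold 377 were higher and 378 lower. Other counts run the paper's way. At an unadjusted p under 0.05 alone, 1032 were higher and 1560 lower, the groups did not overlap in 1787 higher and 2832 lower probe sets, and SAM, the method of the paper, called 0 higher and 4 lower. Lower probe sets outnumbered higher ones on fold alone without mock replicate 2 (1771 against 1595) and without mock replicate 3 (1719 against 1632). Without mock replicate 1, the array that stands apart, the balance ran the other way. On fold alone 1743 were higher and 1084 lower, and at an adjusted p under 0.05 182 were higher and 156 lower.

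The paper states that biotic stress genes take a higher share of the repressed than of the induced genes and that stress genes are missing from the genes induced by the 4mer alone. Here defense genes were 0.866% of the lower and 1.84% of the higher genes, a difference that did not pass Fisher's exact test (p = 0.437), and the share among lower genes was the higher one without mock replicate 1 (by 0.00291 percentage points) and without mock replicate 3 (by 0.334). *STZ* rose, and all 10 measured early defense genes were higher. The defense genes here come from the fixed gene lists and not from the paper's functional categories. They were compared between 4mer and mock only, so genes induced by the 4mer alone cannot be set apart. Early defense genes that other chitin treatments also raise would lie outside that set. The statement that stress genes are missing from it was therefore not tested. The paper's own defense marker *PDF1.2* was not higher, as in the paper. No chitinase gene passed the test, and on fold alone AT4G19740 (2.12-fold) and AT4G19720 (1.69-fold), both dim, were at least 1.5-fold higher, while the brighter AT2G43620 was 1.5-fold lower or more (0.566 times the mock level, with every 4mer array below every mock array).

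The paper states that no induction exceeded its upper limit of 8-fold. Here 3 probe sets did with all arrays, all dim and none past the test, and none among the 14,373 brightest. Without mock replicate 1, 12 probe sets did, 5 of them past the test, with 0 among the brightest. By the ratio of the methods to the median of the mock arrays, 21 did with all arrays. With 0.25 added before log2 or a floor at 0.25, the highest induction was 3.00-fold and 3.19-fold.

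Table S2 lists its genes as induced more than 1.5-fold. By the ratio of the methods, 8 of 11 measured genes were, and *SULTR3;1* (1.43), *SUC7* (1.36) and *CLE27* (1.26) were not. With the log2 means of the groups the same number, 8, reached it, with *GONST5* at 1.46, *PTL* at 1.399 and *SUC7* at 1.21. The tally goes with the paper's for most genes.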

Other observations

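The tests of mock replicate 1 and of dim probe sets in this part were chosen after the results were seen, as were the added gene lists' alternatives. Genes encoded in the plastid were higher as a group with the 4mer. Of 69 measured, 50 were higher and 19 lower, with a mean log2 fold change of 0.19 and a median of 0.10 (adjusted p = 9.55e-04 from camera with its preset correlation, adjusted p = 0.443 with an estimated correlation). The fry test gave an unadjusted p of 0.0805. The methods primed the cDNA with poly(T) primers, and how well this captures plastid transcripts was not tested. The ATP synthase genes *atpA* and *atpF* had log2 fold changes of 0.67 (adjusted p = 0.209 from limma) and 0.50 (adjusted p = 0.158). Without mock replicate 1 the mean of the list was 0.14.

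Among other families, the plant U-box ubiquitin ligases rose as a group, with 7 of 9 measured genes higher and a mean of 0.34 (adjusted p = 0.00912 from camera, adjusted p = 0.346 with an estimated correlation). *PUB25*, a ligase outside the early defense genes, had a log2 fold change of 0.70 (adjusted p = 0.266 from limma). The calmodulin-like calcium sensors had 5 of 7 measured genes higher and a mean of 0.25 (adjusted p = 0.0175 from camera, adjusted p = 0.443 with an estimated correlation), with *CML42* at 0.25 (adjusted p = 0.286 from limma). *CML37* and *CML38* and the ligase genes *PUB22*, *PUB23* and *PUB24* are also early defense genes, and without them the mean was 0.10 over 5 sensors and 0.29 over 6 ligases. The ligases did not pass without mock replicate 2 (adjusted p = 0.0632), and the calcium sensors did not without mock replicate 2 (0.0550), mock replicate 3 (0.127) or 4mer replicate 3 (0.119). The WRKY genes taken by symbol alone had a mean of 0.49 over 6 genes (adjusted p = 0.00219 from camera, adjusted p = 0.346 with an estimated correlation). Of the 23 lists added, 4 passed, and none did with an estimated correlation. Root markers had a mean log2 fold change of -0.11 (adjusted p = 0.405) and reference genes one of -0.07 (adjusted p = 0.610), both over 3 genes.

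Mock replicate 1 stands apart from the other arrays. Its spread around the other mock arrays is 1.88 times that of the next mock array in the 4000 brightest probe sets, so dim probe sets are not the whole of it. A 4mer array labelled as mock is argued against by the early defense genes, in which it lies at 0.26 on a scale from 0 (the other mock arrays) to 1 (the 4mer arrays). Shorter labelled RNA on this array may account for part of it, but the rank correlation of its deviation with gene length was -0.24 over 7664 genes, short of the -0.3 set for this test, so this cannot be told apart from other causes. The fold change of the 4mer also rose with gene length over all 6 arrays (rank correlation 0.139) and did not without mock replicate 1 (-0.006). Among organ markers, this array lay above the mean of the other mock arrays by a log2 of 0.61 in *PYK10*, a root gene. In the green tissue genes *RCA* and *PRK* it lay above that mean by 0.49 and 0.20. In the root hair genes *EXPA7* and *EXPA18* it lay below it by 1.11 and 0.15, so the root markers do not all point the same way. No biological explanation was put to a test.

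Many probe sets were 1.5-fold apart with an adjusted p above 0.05, and 85.7% of the probe sets 1.5-fold apart lie outside the 14,373 brightest, so the spread of dim probe sets is a candidate explanation. On fold alone, 5 of the 10 splits of the 6 arrays gave a count as large as the 1418 induced and 7 one as large as the 1291 repressed, with 1730 as the highest of the other splits. For each other split the larger of its 2 directions was counted. The smaller direction was at most 1061 in the other splits, against 1291 in the real one.

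For the counts at an adjusted p under 0.05, the 10 splits are too few for a share under 0.05. The real values were 23 changed, 15 induced and 8 repressed, each with 1 split, the real one, as large, and the highest of the other splits gave 0. For the number of gene lists that passed, 3 splits gave at least the 5 of the real one, and the highest of the others gave 6.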
